# The IL-10 and IFN-γ pathways are essential to the potent immunosuppressive activity of cultured CD8^+ ^NKT-like cells

**DOI:** 10.1186/gb-2008-9-7-r119

**Published:** 2008-07-29

**Authors:** Li Zhou, Hongjie Wang, Xing Zhong, Yulan Jin, Qing-Sheng Mi, Ashok Sharma, Richard A McIndoe, Nikhil Garge, Robert Podolsky, Jin-Xiong She

## Abstract

**Background:**

CD8^+ ^NKT-like cells are naturally occurring but rare T cells that express both T cell and natural killer cell markers. These cells may play key roles in establishing tolerance to self-antigens; however, their mechanism of action and molecular profiles are poorly characterized due to their low frequencies. We developed an efficient *in vitro *protocol to produce CD8^+ ^T cells that express natural killer cell markers (CD8^+ ^NKT-like cells) and extensively characterized their functional and molecular phenotypes using a variety of techniques.

**Results:**

Large numbers of CD8^+ ^NKT-like cells were obtained through culture of naïve CD8^+ ^T cells using anti-CD3/anti-CD28-coated beads and high dose IL-2. These cells possess potent activity in suppressing the proliferation of naïve responder T cells. Gene expression profiling suggests that the cultured CD8^+ ^NKT-like cells and the naïve CD8^+ ^T cells differ by more than 2-fold for about 3,000 genes, among which 314 are upregulated by more than 5-fold and 113 are upregulated by more than 10-fold in the CD8^+ ^NKT-like cells. A large proportion of the highly upregulated genes are soluble factors or surface markers that have previously been implicated in immune suppression or are likely to possess immunosuppressive properties. Many of these genes are regulated by two key cytokines, IL-10 and IFN-γ. The immunosuppressive activities of cells cultured from IL-10^-/- ^and IFN-γ^-/- ^mice are reduced by about 70% and about 50%, respectively, compared to wild-type mice.

**Conclusion:**

Immunosuppressive CD8^+ ^NKT-like cells can be efficiently produced and their immunosuppressive activity is related to many surface and soluble molecules regulated by IL-10 and IFN-γ.

## Abstract 2

Global gene expression profiling of *in vitro* cultured CD8^+ ^T cells that express natural killer cell markers revealed differential expression of about 3,000 genes between these cells and naïve CD8^+ ^T cells.

## Background

T cells comprise a heterogeneous population of cells that have different phenotypes and functions. The primary function of T cells is to mount an immune response against invading pathogens, but some T cells can mount an immune response against self-proteins and thus cause a variety of autoimmune diseases if they are not properly controlled by a T cell population known as regulatory T cells (Treg cells). There are several well defined Treg cell subsets and the best studied is the CD4^+^CD25^+ ^Treg cells, which possess potent activity in suppressing the proliferation of both CD4^+ ^and CD8^+ ^effector T cells *in vitro *and *in vivo*. Certain CD8^+ ^T cells have also been recognized to have suppressive function but the CD8^+ ^Treg is poorly defined. T cells with natural killer (NK) cell activity have been identified in both mice and humans [1-4] and these cells are referred to as NKT cells. Murine NKT cells express phenotypic markers that are typically found on T cells, such as CD3 and the αβ T-cell receptor (TCR), and markers for NK cells, such as NK1.1 and DX5 [5]. Two major NKT cell populations have been recognized in mice [6,7]. The first population is the well-characterized invariant NKT (*i*NKT) cells that express invariant Vα14-Jα18 TCR in mice [8-10]. These *i*NKT cells are restricted by the major histocompatibility complex (MHC) class I-like molecule Cd1d and recognize glycolipid antigen α-galactosylceramide, a synthetic variant of a murine sponge-derived glycolipid [8,11]. These *i*NKT cells produce large amounts of interleukin (IL)-4 and interferon (IFN)-γ upon activation and have been shown to play a critical role in regulating the immune response [8,11]. The second population of NKT cells expresses a variable TCR repertoire and is not restricted by Cd1d. These NKT cells express mainly CD8 or are negative for both CD8 and CD4 [6]. The whole αβTCR^+^NK1.1^+ ^NKT population represents 1-2% of splenocytes in B6 mice, and, of these cells, approximately 20% are CD8^+ ^[6]. It has been shown that neonatal tolerance is associated with increased CD8^+ ^NKT-like cells, suggesting that CD8^+ ^NKT-like cells may have immunoregulatory properties [12].

Due to the very low frequency of the CD8^+ ^NKT-like cells, their function and the molecular mechanism underlying their function are poorly understood. Therefore, a number of investigators have attempted to develop *in vitro *and *in vivo *expansion protocols to investigate these rare cells. The Cd1d-independent CD8^+ ^NKT-like cells are increased in certain genetically manipulated mice. For example, three different MHC class I-restricted TCR-transgenic mouse strains (OT-I, P14 and H-Y) contain higher but still low frequencies of transgenic CD8^+ ^T cells that co-express NK cell marker NK1.1 [13]. These transgenic CD8^+ ^NKT-like cells are endowed with effector properties, such as cytokine production and antigen-specific cytotoxicity. Tumor-bearing C57BL/6 mice were shown to have a population of NKT cells that co-express CD8 and NK1.1 [14]. These cells can be maintained in long-term culture with IL-4 but produce large amounts of IFN-γ following activation. These CD8^+ ^NKT-like cells show a potent NK-like cytotoxic activity against multiple tumor targets and their cytotoxic activity is Cd1d-independent [14]. CD8^+ ^cells with NK phenotype can also be expanded *in vitro *using a culture condition that includes IFN-γ, anti-CD3 and IL-2 [15]. Such expanded CD8^+ ^NKT-like cells can efficiently kill tumor cells *in vitro *and *in vivo *but have limited capacity to cause graft-versus-host disease [15]. However, the amplification efficiency for these cells is variable and slight changes in culture conditions may result in cells with very different phenotypes and functions. Cell culture with anti-CD3/anti-CD28-coated beads and high dose IL-2 was previously shown to expand CD4^+ ^Treg cells that can suppress the proliferation of responder T cells and prevent the development of autoimmune diseases in certain models [16,17]. Using a similar protocol, we can efficiently produce, from the total splenic CD8^+ ^T cell population, large numbers of CD8^+ ^T cells that co-express various NK markers. These cells are therefore referred to as CD8^+ ^NKT-like cells. We demonstrate that these cells possess potent immunosuppressive activity and report the molecular profiles of these cells assayed using microarray analysis coupled with multiple confirmation techniques, including RT-PCR, enzyme-linked immunosorbent assay (ELISA) and flow cytometry. Guided by the genomic information, we further demonstrate that IL-10 and IFN-γ are two key pathways implicated in the function of these immunosuppressive CD8^+ ^NKT-like cells.

## Results

### *In vitro *culture of CD8^+ ^T cells

*In vitro *cultures with anti-CD3/anti-CD28-coated beads in the presence of high dose IL-2 can efficiently expand CD4^+^CD25^+ ^Treg cells that suppress the proliferation of effector T cells. However, the small number of natural CD4^+ ^Treg cells available for expansion limits the use of this approach. Therefore, we attempted to obtain Treg cells from the more abundant total CD4^+ ^and CD8^+ ^T cell populations from the mouse spleen. Freshly purified splenic CD8^+ ^or Mo-Flow sorted CD4^+ ^T cells from 7-8-week old mice were cultured with an expansion protocol consisting of anti-CD3/anti-CD28-coated beads and high dose IL-2. By the end of the 10-13 days of expansion, the number of cells had generally increased by over 1,000-fold. The cultured cells were phenotyped for a number of surface markers (Figure 1). The vast majority of the cultured cells from CD8^+ ^T cells were positive for CD8 (>95%) and the activation marker CD25 (98%) at the end of the culture. Consistent with the activation of these cells, the percentages of CD62L^+ ^cells gradually decreased and became very low near the end of the culture (around 10%). Similarly, the culture conditions can efficiently expand CD4^+ ^T cells. At the end of the culture, the cultured cells remained CD4^+ ^(97%) and became positive for the activation marker CD25 (99%).

**Figure 1:**
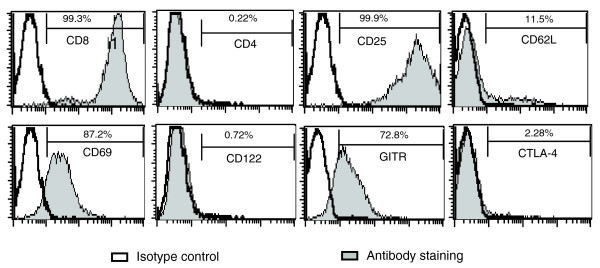
Surface marker expression of cultured CD8^+ ^T cells. The expression profiles of CD8, CD4, CD25, CD62L, CD69, CD122, GITR and CTLA-4 were analyzed by flow cytometory in the tenth day of culture for CD8^+ ^T cells.

### Cultured CD8^+ ^T cells possess potent immunosuppressive properties

The cultured CD8^+ ^and CD4^+ ^T cells were tested for their ability to inhibit the proliferation of CD4^+^CD25^- ^naïve T cells (Tn cells) using two different *in vitro *suppression assays. In the first assay, the naïve T cells were labeled with carboxyfluorescein succinimidyl ester (CFSE) and T cell proliferation was assessed by the dilution of CFSE signal using fluorescence-activated cell sorting (FACS) analysis. As shown in Figure 2a, the cultured CD8^+ ^T cells efficiently suppressed proliferation of naïve CD4^+^CD25^- ^T cells. The suppressive activity of the cultured CD8^+ ^T cells is dose-dependent and strong suppression can be seen at the 1:16 expanded CD8^+ ^T to Tn cell ratio (Tr/Tn; Figure 2b). In the second suppression assay, T cell proliferation was measured by incorporation of [^3^H]thymidine. As shown in Figure 2c, the dose-dependent suppression activity of the CD8^+ ^T cells was confirmed. Furthermore, the cultured CD8^+ ^T cells did not proliferate in response to anti-CD3 and antigen presenting cell (APC) stimulation. This anergic phenotype is consistent with the observation on CD4^+^CD25^+ ^Treg cells [18,19]. Finally, the cultured CD8^+ ^cells appeared to suppress better than freshly isolated CD4^+^CD25^+ ^Treg cells (Figure 2c; *p *< 10^-6^). The cultured CD4^+ ^T cells also had some suppressive function at the high Tr/Tn ratio of 1:1, while the suppressive activity for the cells gradually became undetectable, suggesting that the suppressive activity of the cultured CD8^+ ^T cells was much higher than the CD4^+ ^T cells cultured under the same conditions (Figure 1c). Therefore, most subsequent studies focused on the phenotype of the cultured CD8^+ ^T cells.

**Figure 2:**
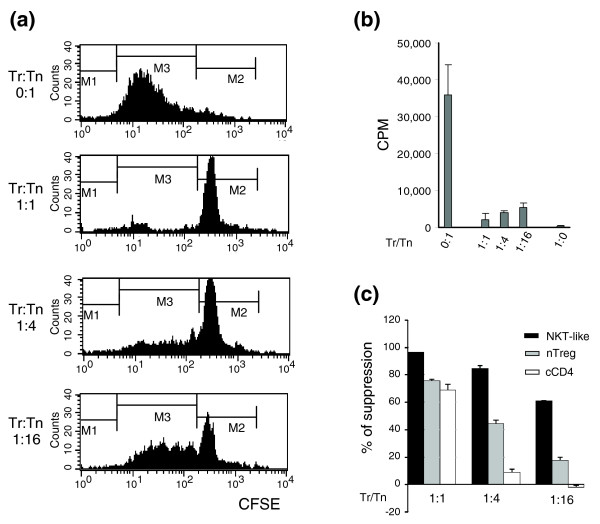
Cultured CD8^+ ^T cells suppress naïve T cell proliferation. **(a) **Dose-dependent suppression of CD4^+^CD25^- ^responder T cells by cultured CD8^+ ^T cells. CFSE-labeled CD4^+^CD25^- ^naïve T cells (Tn) isolated from B6 spleens were stimulated with anti-CD3 (1.5 μg/ml) in the presence of irradiated splenic APCs with graded numbers of cultured CD8^+ ^T cells (Tr). After 72 h in the culture, CFSE dilution in the responder CD4^+ ^T cells was analyzed by flow cytometry. T cells in the M2 zone are undivided cells and T cells in the M3 zone with lower CFSE are divided cells. Data are representative of five independent experiments. **(b) **Naïve CD4^+^CD25^- ^splenic T cells were cultured in the same condition as shown in (a). The cultures were pulsed with 1 μCi/well [^3^H]thymidine at 72 h and the level of proliferation was assessed by [^3^H]thymidine incorporation in the last 16 h of culture. **(c) **Cultured CD8^+ ^T cells (NKT-like), freshly isolated CD4^+^CD25^+ ^Treg cells and cultured CD4^+ ^cells (cCD4) were compared for their ability to suppress the proliferation of CD4^+^CD25^- ^responder T cells. Data are presented as percentage of suppression based on the CFSE dilution with standard deviation. ANOVA test suggests that the suppressive ability is significantly different between these cells (*p *< 10^-6^).

### Gene expression profiles of cultured CD8^+ ^T cells

To gain further insight into the phenotypes and functions of the cultured CD8^+ ^and CD4^+ ^T cells, we carried out microarray analyses using Affymetrix GeneChips that cover the whole mouse transcriptome (>45,000 transcripts). Five independent cultures of CD8^+ ^T cells and three independent cultures of CD4^+ ^T cells as well as two groups of control cells were included in the microarray analysis. The first group of control cells included two freshly isolated naïve CD8^+ ^T cells and the second control group consisted of two CD8^+ ^T cells activated by a low dose of soluble anti-CD3 and anti-CD28 (activation protocol). 

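Cd8a, which encodes a chain of the CD8 coreceptor, measured 10.91 ± 0.65 log2 in 5 CD8+ NKT-like cultures, 11.39 ± 0.46 in 2 naive CD8+ samples, 10.30 ± 0.37 in 2 activated CD8+ samples and 6.73 ± 0.27 in 3 cultured CD4+ samples (mean ± SD). Cd4, the coreceptor gene of helper T cells, was highest in the cultured CD4+ samples at 10.00 ± 0.16, against 6.91 ± 0.14 in the NKT-like, 7.14 ± 0.07 in the naive and 6.88 ± 0.46 in the activated samples. The values are the log2 signals the authors deposited after RMA for 12 Affymetrix 430 2.0 arrays, 1 per sample, with array medians of 6.23 to 6.42. Here limma fitted the 4 groups together over 45037 probe sets, and a difference passed at a q-value of 0.01 or less. Each gene is represented by its probe set with the highest mean signal, and each fold change is a ratio of group means taken on the log2 scale. Naive CD4+ cells were not analysed here, so a difference of cultured CD4+ from naive cells combines lineage and culture. The number of samples, down to 2 in the naive and activated groups, limits the precision of every value.

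**Figure D1:**
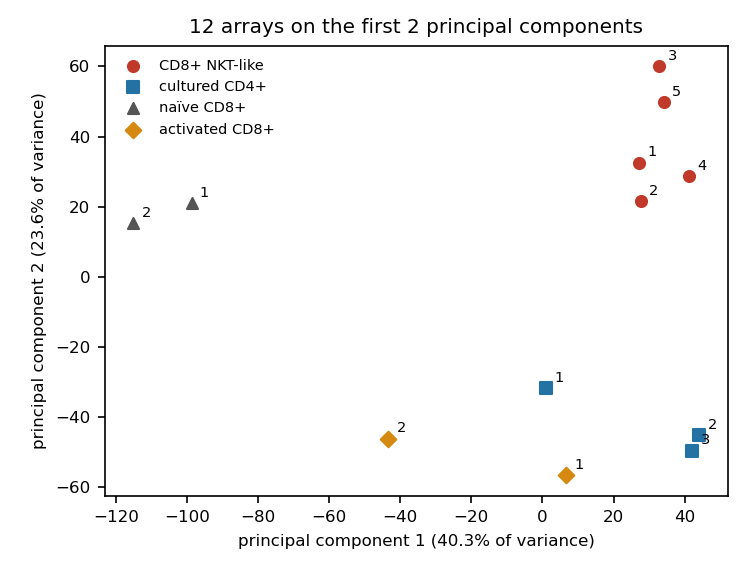
Principal components of the 12 arrays over all tested probe sets. Each point is an array, coloured by cell group; the axes are components 1 and 2, which hold 40.3% and 23.6% of the variance. The 2 naive arrays lie at -98.7 and -115.1 on component 1. Cultured CD4+ replicate 1 lies at 1.0 on that axis and replicates 2 and 3 at 44.1 and 42.1.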

Naïve CD8^+ ^T cells as well as activated CD8^+ ^T cells do not possess suppression function. This data set was analyzed as described in Materials and methods and the results are summarized in Table 1. 

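AA467197, whose human counterpart encodes a mitochondrial protein, stood 114-fold above naive CD8+ cells in the 5 NKT-like cultures (q = 6.2e-06). In the 3 cultured CD4+ samples Akr1c18, which encodes a progesterone-degrading enzyme, was 105-fold above naive (q = 2.4e-05). Il2, the T cell growth factor gene, rose 14.9-fold in the 2 activated samples (q = 1.9e-07). Jchain, which joins antibody chains in plasma cells, was lower than naive in all 3, with fold changes of 0.00647, 0.00425 and 0.00787; B cell genes stood apart in the naive samples. At q ≤ 0.01 and 2-fold or more, 3603 probe sets separated NKT-like from naive cells, 3932 cultured CD4+ from naive, and 2053 activated from naive. The other pairs gave 763 for NKT-like against cultured CD4+, 1089 for NKT-like against activated and 554 for cultured CD4+ against activated. With each pair of groups fitted alone, activated against naive gave 85 higher and 94 lower. NKT-like against activated then gave 373 and 137, and cultured CD4+ against activated 157 and 33. The numbers that follow are again from the fit of all groups together. Leaving out naive replicate 2 took the NKT-like probe sets to 651 higher and 699 lower and the cultured CD4+ probe sets to 1017 higher; without naive replicate 1 the latter were 1903, the lone naive sample then being assumed to vary like the other groups. Without cultured CD4+ replicate 2 or 3, 1593 and 1687 probe sets were higher in cultured CD4+ than in naive cells, and NKT-like against cultured CD4+ gave 177 higher and 267 lower, or 175 and 264. Without activated replicate 2, NKT-like against activated gave 195 higher and cultured CD4+ against activated 123; without activated replicate 1 the latter gave 910 higher and 180 lower.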

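Socs2, a feedback inhibitor of cytokine signalling, was 31.2-fold above naive in the 5 NKT-like cultures (q = 5.4e-06), 44.9-fold in the 3 cultured CD4+ samples (q = 5.6e-06) and 10.6-fold in the 2 activated samples (q = 0.00081). Scd2, a fatty acid desaturase gene, rose 14.6-, 19.7- and 16.9-fold in the same order, and Pkm, a glycolysis enzyme gene, 10.4-, 10.7- and 10.4-fold. The Pkm values without naive replicate 1 were 17.0, 17.4 and 16.9 and without replicate 2 they were 6.41, 6.53 and 6.36, where the activated one did not pass (q = 0.011), nor did it without activated replicate 1 (q = 0.012), a lone sample then being assumed to vary like the other groups. Klf2, which maintains quiescence and homing of naive T cells, had fold changes of 0.0444, 0.035 and 0.0106, each past q ≤ 0.01. At any fold size 7367 probe sets passed in NKT-like, 6975 in cultured CD4+ and 2569 in activated cells against naive. These 3 comparisons share the 2 naive samples, so an odd naive value moves all of them together.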

As expected, the expression of thousands of genes was changed by the expansion protocol and the activation protocol compared to naïve CD8^+ ^T cells (Figure 3). Surprisingly, over 100 genes were changed by >10-fold and a few dozen genes were changed by 40- to 800-fold in the cultured CD8^+ ^and CD4^+ ^T cells compared to naïve CD8^+ ^T cells.

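Car1, a carbonic anhydrase gene of red cell precursors, and Dapl1, a gene of resting T cells, were more than 10-fold lower than naive in the 5 NKT-like cultures, with fold changes of 0.0237 (q = 4.5e-10) and 0.0393 (q = 3.9e-08). Cdkn1a, which halts the cell cycle, was 25.7-fold higher in the NKT-like and 19.3-fold higher in the 3 cultured CD4+ samples. Epas1, a hypoxia-responsive factor gene, rose 34.5- and 84.7-fold in the same order (q = 0.00031 and 0.00014). More than 10-fold, 127 probe sets were higher and 73 lower in NKT-like than in naive cells, and 157 were higher and 77 lower in cultured CD4+ cells. The Car1 result has to be read beside other red cell genes that were high in the naive samples, such as Ermap at 9.93 ± 0.30 log2 against 6.66 ± 0.12 in NKT-like cultures.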

**Figure 3:**
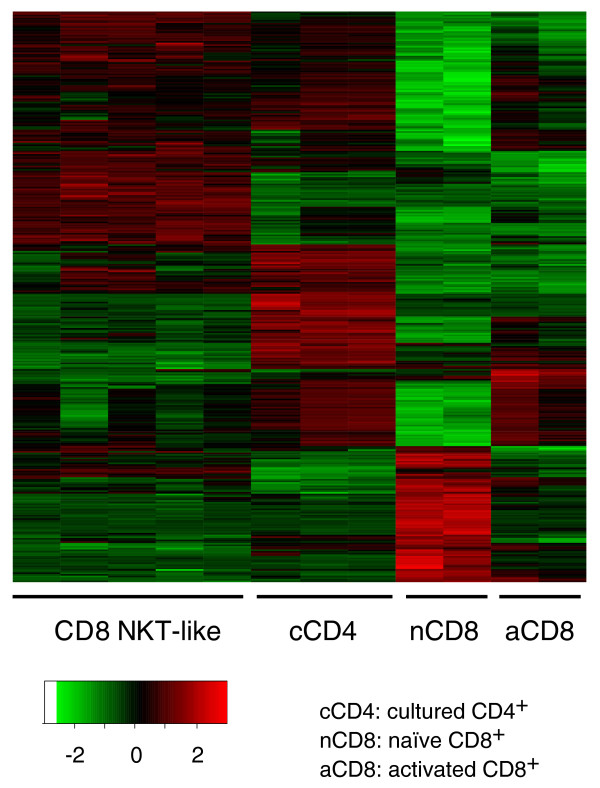
Heat map for genes differentially expressed among the four groups of T cells. Only those genes with a FDR (q) ≤0.01 and fold change ≥5 are included in this map. Data for each gene are standardized separately before being plotted, as is standard in drawing heat maps, so that all genes have a similar scale and the relative differences for all genes can be visualized on a single plot.

**Table 1:** Summary of differentially expressed genes*

Fold change	NKT/nCD8	cCD4/nCD8	aCD8/nCD8	NKT/cCD4	NKT/aCD8	cCD4/aCD8
>10 fold up	113	126	40	26	64	36
5-10 fold up	201	300	27	46	67	47
2-5 fold up	1,742	1,647	3	161	190	47
2-5 fold down	681	693	6	243	76	4
5-10 fold down	100	100	35	59	24	15
>10 fold down	56	59	36	32	15	9

*Only those genes with q-values <0.01 are included in this table. NKT, CD8^+ ^NKT-like cells; nCD8, naïve CD8^+ ^T cells; cCD4, cultured CD4^+ ^T cells; aCD8, activated CD8^+ ^T cells.

To elucidate the molecular basis of the function of the cultured CD8^+ ^T cells, we functionally annotated the 314 genes with >5-fold differences (including 113 genes with >10-fold differences) between the cultured and naïve CD8^+ ^T cells (Table 2). The largest group of differentially expressed genes (17% for >5-fold difference and 31% for >10-fold difference) is, as expected, involved in immunity and defense. The genes with >10-fold differences are enriched by 6-fold compared to the frequency of this functional group in the genome (*p *= 7.7 × 10^-15^). Other significantly enriched gene groups with considerable interest include those involved in apoptosis, cell cycle, cell proliferation and differentiation, and cell adhesion (Table 2). 

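Rrm2, which supplies deoxynucleotides for replication, was 5.63-fold above naive (q = 9.2e-05) in 5 cultures against 2 naive samples. Plk1, a mitotic kinase gene, rose 3.8-fold and Tk1, a thymidine salvage gene, 4.15-fold. Among death genes, Pmaip1, which encodes a BH3-only activator, was 12-fold higher and Bak1, a mitochondrial pore gene, 3.98-fold. Bcl2l1, which protects against that pore, rose 3.75-fold (q = 4.4e-05). Itga4, an integrin chain gene for homing, was 8.89-fold lower in the NKT-like cultures, and Itga1, a collagen-binding integrin gene, 2.45-fold higher. The changes of Plk1 (q = 0.011 and 0.022), Tk1 (q = 0.015 and 0.012) and Itga1 (q = 0.031 and 0.074) did not pass without naive replicate 1 or 2, nor did Bak1 without replicate 2 (q = 0.011). As a set, integrins gave 4 higher and 4 lower of 16, the same numbers when adjusted over the list alone, with a camera adjusted p = 0.58; the higher number was 1 without naive replicate 2, and 2 without naive replicate 1, NKT-like replicate 2, 3 or 4, or cultured CD4+ replicate 2 or 3, the lone naive sample then being assumed to vary like the other groups.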

Twenty-three cell cycle genes were upregulated by >5-fold, including 11 genes that were upregulated by >10-fold in the cultured CD8^+ ^T cells (Table 2). 

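Nusap1 and Tpx2, which organise the mitotic spindle, were 3.54- and 3.72-fold above naive in 5 NKT-like cultures (q = 0.00091 and 0.0013), and Aurkb, a chromosome-segregation kinase gene, 2.66-fold. Of 35 cell cycle genes, 23 were higher in NKT-like than in naive cells and 0 lower; 25 were higher when adjusted over the list alone. The 3 cultured CD4+ samples gave 33 higher and the 2 activated samples 26, or 34 and 33 over the list alone, with 0 lower in each. In the direct comparison of NKT-like with cultured CD4+ cells, Aurkb was 2.53-fold lower in NKT-like cells (q = 0.0078), as was Pcna, a replication clamp gene, at a fold change of 0.526; 2 of the 35 passed, and 11 over the list alone. The camera set test gave an adjusted p = 3.5e-12 for NKT-like against naive, with 0.19 with an estimated correlation; the other 2 naive comparisons gave 2.6e-20 and 2.8e-24, with 0.15 and 0.12. Without naive replicate 1 or 2 the NKT-like number fell to 8 and 1, and the activated number to 11 and 3; without naive replicate 2 the cultured CD4+ number was 18, and without activated replicate 1 the activated number was 5, a group's lone sample then being assumed to vary like the others. Without naive replicate 2 Nusap1 (q = 0.029), Tpx2 (q = 0.037) and Aurkb (q = 0.029) did not pass against naive, nor Aurkb without replicate 1 (q = 0.024). The direct Aurkb difference did not pass without NKT-like replicate 2, 4 or 5 or any 1 cultured CD4+ or naive sample (q from 0.010 to 0.046), nor that of Pcna without cultured CD4+ replicate 2 (q = 0.019) or 3 (q = 0.025).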

Twenty-one genes in the cell proliferation and differentiation category were upregulated and twenty-five upregulated genes belong to the apoptosis group. 

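Casp4 and Casp6, protease genes of inflammatory and apoptotic death, separated the cultures: both were higher in the 3 cultured CD4+ than in the 5 NKT-like samples, by 9.45-fold (q = 6.1e-06) and 7.62-fold (q = 1.8e-05). Bid, which links death receptors to mitochondria, was the reverse, 2.95-fold higher in NKT-like cells (q = 0.0017). Against naive cells, 6 of 31 apoptosis genes were higher in NKT-like samples and 0 lower, and 11 were higher in cultured CD4+ samples; the list alone gave 6 for the NKT-like. By camera the adjusted p was 0.00023 for NKT-like and 7.8e-05 for cultured CD4+ cells; the adjusted p = 0.21 and 0.20 with an estimated correlation. Without naive replicate 1 or 2 the cultured CD4+ number was 7 and 6, the lone naive sample then being assumed to vary like the other groups.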

A number of these genes were selected for confirmation using a combination of real-time RT-PCR, flow cytometry and ELISA. All selected genes have been confirmed and will be discussed in more detail later.

**Table 2:** Major biological processes modified in the cultured CD8^+ ^NKT-like cells

	≥5 fold (314)				≥10 fold (113)			
		
Biological process	Number of genes	% genes	*p*-value	OR	Number of genes	% genes	*p*-value	OR
Immunity and defense	56	17.80%	2.0E-11	3.1	35	31.00%	7.7E-15	6.3
Apoptosis	25	8.00%	8.8E-10	4.8	19	16.80%	2.2E-13	11.3
Lipid, fatty acid metabolism	25	8.00%	7.5E-06	2.9	6	5.30%	0.1161	1.9
Signal transduction	74	23.60%	3.4E-05	1.8	28	24.80%	0.0041	1.9
Cell structure and motility	25	8.00%	0.0004	2.2	11	9.70%	0.0036	2.8
Cell cycle	23	7.30%	0.0004	2.3	11	9.70%	0.0015	3.1
Oncogenesis	14	4.50%	0.0005	3.0	8	7.10%	0.0004	4.9
Protein metabolism and modification	60	19.10%	0.0009	1.6	23	20.40%	0.0152	1.8
Cell proliferation and differentiation	21	6.70%	0.0023	2.1	13	11.50%	0.0001	3.8
Carbohydrate metabolism	14	4.50%	0.0053	2.3	2	1.80%	0.6720	0.9
Sulfur metabolism	5	1.60%	0.0059	4.6	0			
Other metabolism	13	4.10%	0.0159	2.0	6	5.30%	0.0319	2.6
Cell adhesion	12	3.80%	0.0528	1.7	6	5.30%	0.0424	2.5
Others	176	56.10%			53	24.80%		

OR, odds ratio.

### Up- and downregulation of transcription factors

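Prdm1, a driver of effector differentiation, was 6.18-fold above naive in the 5 NKT-like cultures (q = 0.00011) and 9.46-fold in the 3 cultured CD4+ samples (q = 5.5e-05). Id2, which sustains effector cells, rose 6.94- and 5.25-fold, and Maf, an inducer of cytokine genes, 10.2- and 49.6-fold (q = 0.0084 and 0.00098). The NKT-like change of Maf did not pass without NKT-like replicates 1 to 4 or any 1 cultured CD4+ or naive sample (q from 0.010 to 0.094), nor the cultured CD4+ one without naive replicate 2 (q = 0.015), the lone naive sample then being assumed to vary like the other groups. Lef1, a factor of naive T cells, had fold changes of 0.212 and 0.293. Of 27 T cell fate factors, 10 were higher and 3 lower in NKT-like than in naive cells, and 8 and 5 in cultured CD4+ cells; over the list alone the NKT-like numbers were the same. Camera gave an adjusted p = 0.01 for the NKT-like cells, or 0.19 with an estimated correlation, and 0.12 for cultured CD4+ cells.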

The expression of a large number of transcription factors (TFs) was changed in the CD8^+ ^and CD4^+ ^T cells cultured using the expansion protocol (Table 3). Most of the differentially expressed TF genes were upregulated, while a small number were downregulated in the cultured cells. 

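Cish, a target of STAT5 that restrains cytokine signals, was 8.81-fold above naive in 5 NKT-like cultures (q = 3e-06), and Zdhhc2, a palmitoyltransferase gene, 4.55-fold. Klf3, a Kruppel-like repressor gene, had a fold change of 0.284 (q = 1.4e-06), and Mex3b, an RNA-binding protein gene, of 0.152; the other 6 probe sets of Klf3 gave fold changes from 0.0122 to 0.645, all past q ≤ 0.01. Of 24 genes of Table 3 measured here, 15 were higher and 7 lower in NKT-like than in naive cells. In the 3 cultured CD4+ samples 7 were higher and 7 lower. The study chose these genes by their change, so this tally is not independent evidence. Among the 7 lower in NKT-like cells, Cgrrf1 had a fold change of 0.722 (q = 0.0067) and did not pass without any 1 NKT-like sample. Its other probe sets gave 4.94-, 2.53- and 1.78-fold, each past q ≤ 0.01. Klf1, a master factor of red cells, was among the lower genes at 6.86 ± 0.04 log2 against 11.09 ± 0.76 in the 2 naive samples, where other red cell genes were also high.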

The expression patterns of the TF genes share some similarity but also have significant differences in the cultured CD8^+^, cultured CD4^+^, activated CD8^+ ^T cells and naïve CD8^+ ^T cells. 

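Irf4, which scales effector programmes to receptor signal strength, was 4.68-fold above naive in 5 NKT-like cultures, 24.7-fold in 3 cultured CD4+ samples and 18.2-fold in 2 activated samples. Compared directly, it was 5.28-fold lower in NKT-like than in cultured CD4+ cells (q = 0.00069). Irf8, an interferon-regulated factor gene, was 14.4-fold above naive in NKT-like and 19.2-fold in activated cells, with 1.89-fold in cultured CD4+ cells (q = 0.038) and 7.62-fold between NKT-like and cultured CD4+ cells (q = 0.00016). Nfil3, needed for NK cell development, rose in both cultures, 19.8- and 22.3-fold, with a direct ratio of 0.887 (q = 0.82). Gata3, the factor of type 2 helper cells, was 5.24-fold lower in NKT-like than in cultured CD4+ cells (q = 0.0025). The Gata3 difference did not pass without any 1 cultured CD4+ sample (q from 0.011 to 0.016). Of the 24 Table 3 genes, 6 were higher and 1 lower in that direct comparison and 17 passed in neither direction. Another Irf4 probe set gave 1.38-fold in NKT-like cells (q = 0.052). Without naive replicate 2 the Irf4 change in NKT-like cells was 3.98-fold, q = 0.018, the lone naive sample then being assumed to vary like the other groups.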

Many of the TF genes still have unknown biological functions and their roles in T cells have not been investigated. However, several TF factors are known to be critical for the immune system and may play a role in gaining suppressive function for the cultured CD8^+ ^T cells. The V-*myc myelocytomatosis viral related oncogene, neuroblastoma derived *(*Mycn*) is essential to cell proliferation and differentiation [20]. This was the most upregulated TF gene (21-fold) in the cultured CD8^+ ^T cells but not in cultured CD4^+ ^(2-fold) or activated CD8^+ ^(1-fold) T cells (Table 3). 

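Mycn, a MYC-family gene that drives growth and proliferation, measured 10.64 ± 0.48 log2 in 5 NKT-like cultures, 7.42 ± 0.64 in 3 cultured CD4+ samples, 6.26 ± 0.14 in 2 naive and 6.41 ± 0.02 in 2 activated samples. That is 20.8-fold above naive in NKT-like cells (q = 6.6e-06) and 9.35-fold above cultured CD4+ cells (q = 9.6e-05). The cultured CD4+ and activated values against naive were 2.22-fold (q = 0.02) and 1.11-fold (q = 0.55). Without cultured CD4+ replicate 1, Mycn in those cells was 2.88-fold, q = 0.0026. The other Mycn probe sets, with lower signal, gave 1.94-fold, q = 0.045 and 0.938-fold, q = 0.25 in NKT-like cells. The paper proposes Mycn as a possible key gene of the cultured CD8+ phenotype.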

RT-PCR analyses confirmed the expression differences observed with the microarray analysis (Figure 4). This may be a key gene for the cultured CD8^+ ^T cell phenotype. The Eomesodermin homolog (Eomes) is a T-box transcription factor that is highly homologous to T-bet. Eomes and T-bet may have cooperative or redundant functions in regulating the genes encoding IFN-γ and cytolitic molecules in CD8^+ ^T cells [21], and determine the fate of effector and memory CD8^+ ^T cells [22]. Furthermore, they are responsible for inducing enhanced expression of *Il2rb *(CD122) [22], a marker for some CD8^+ ^Treg cells [23]. 

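Eomes, a T-box factor of cytotoxic lymphocytes, measured 11.68 ± 0.23 log2 in 5 NKT-like cultures, 6.54 ± 0.04 in 3 cultured CD4+ samples, 10.10 ± 0.40 in 2 naive and 9.81 ± 0.46 in 2 activated samples. NKT-like cells had 2.97-fold more than naive (q = 0.00019) and 35.2-fold more than cultured CD4+ cells (q = 8.9e-08). The cultured CD4+ fold change was 0.0846 (q = 1.4e-06) and the activated one 0.814 (q = 0.33). A second probe set gave 3.97, 0.162 and 0.645. Its relative Tbx21, which encodes T-bet, was at 9.25 ± 0.59 in NKT-like and 8.53 ± 0.27 in naive cells (q = 0.074). Il2rb, the IL-2 receptor beta chain gene, was 7.08-fold above naive in NKT-like (q = 0.00026) and 4.32-fold in cultured CD4+ cells (q = 0.0023), with a direct ratio of 1.64 (q = 0.32). Without naive replicate 2 the Il2rb values were 5.18-fold, q = 0.012 and 3.16-fold, q = 0.048, and without cultured CD4+ replicate 2 4.28-fold, q = 0.012; the lone naive sample then being assumed to vary like the other groups. From this pattern and the known targets of T-box factors the paper proposes that Eomes raises perforin, granzyme, interferon and Il2rb expression in these cells.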

*Eomes *was upregulated four-fold in the cultured CD8^+ ^T cells while it was downregulated five-fold in the cultured CD4^+ ^T cells and was unchanged by our activation protocol (Table 3). The upregulation of *Eomes *may be responsible for the increased expression of IFN-γ, perforin, granzymes, CD122 and other genes in cultured CD8^+ ^T cells. It could be a critical TF for the suppressive function of the cultured CD8^+ ^T cells. Runt related transcription factor 2 (Runx2) may be another critical transcription factor. *Runx2 *was highly upregulated in the cultured CD8^+ ^T cells (8.6-fold) and moderately upregulated in the cultured CD4^+ ^(3.5-fold) and activated CD8^+ ^(1.8-fold) T cells. Runx2 plays an important role in early T cell development [24]. Over-expression of *Runx2 *increases the proportion of single positive CD8^+ ^T cells [25]. 

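Litaf, which regulates TNF transcription, was 11.11 ± 0.31 log2 in 5 NKT-like cultures, 10.08 ± 0.17 in 3 cultured CD4+, 7.75 ± 0.10 in 2 naive and 10.02 ± 0.46 in 2 activated samples; NKT-like exceeded naive 10.3-fold (q = 1.6e-06) and cultured CD4+ cells 2.04-fold (q = 0.0088). Zbtb32, a repressor of T cell activation genes, was 9.27-fold above naive (q = 0.00027) and 5.09-fold above cultured CD4+ cells (q = 0.0048). For Zfp608, a zinc finger gene, these were 3.34-fold (q = 0.0001) and 2.59-fold (q = 0.0011). Jun, an AP-1 subunit gene, was 5.82-fold, q = 0.006 against naive and 2.01-fold, q = 0.39 against cultured CD4+ cells; Rnf13, a ubiquitin ligase gene, was 2.78-fold, q = 0.00064 and 2.13-fold, q = 0.01. Against activated cells the NKT-like ratios were 2.13-fold, q = 0.0085 for Litaf, 2.41-fold, q = 0.079 for Zbtb32, 2.21-fold, q = 0.0051 for Zfp608, 2.21-fold, q = 0.21 for Jun and 2.34-fold, q = 0.0071 for Rnf13. The Jun change against naive did not pass without naive replicate 1 (q = 0.029) or 2 (q = 0.1) or without NKT-like replicate 1 (q = 0.012), 3 (q = 0.011), 4 (q = 0.01) or 5 (q = 0.011); the Rnf13 change did not without naive replicate 2 (q = 0.021), the lone naive sample then being assumed to vary like the other groups. Against cultured CD4+ cells, Litaf lost its call without NKT-like replicates 2 to 5, any cultured CD4+ sample or either naive sample (q from 0.016 to 0.043), Zbtb32 without NKT-like replicate 1 or 3 or any cultured CD4+ sample (q from 0.010 to 0.022), and Rnf13 gained one without NKT-like replicate 5 (q = 0.0035). The direct Jun ratio was 3.59-fold, q = 0.015 without cultured CD4+ replicate 1. Against activated cells, Litaf, Zfp608 and Rnf13 did not pass without activated replicate 2 (q = 0.11, 0.074 and 0.082), nor without several other single samples (q from 0.010 to 0.020). Other probe sets gave 0.814-fold, q = 0.047 for Zbtb32, and 4.03, 0.79 and 0.761 for Rnf13.

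**Figure D2:**
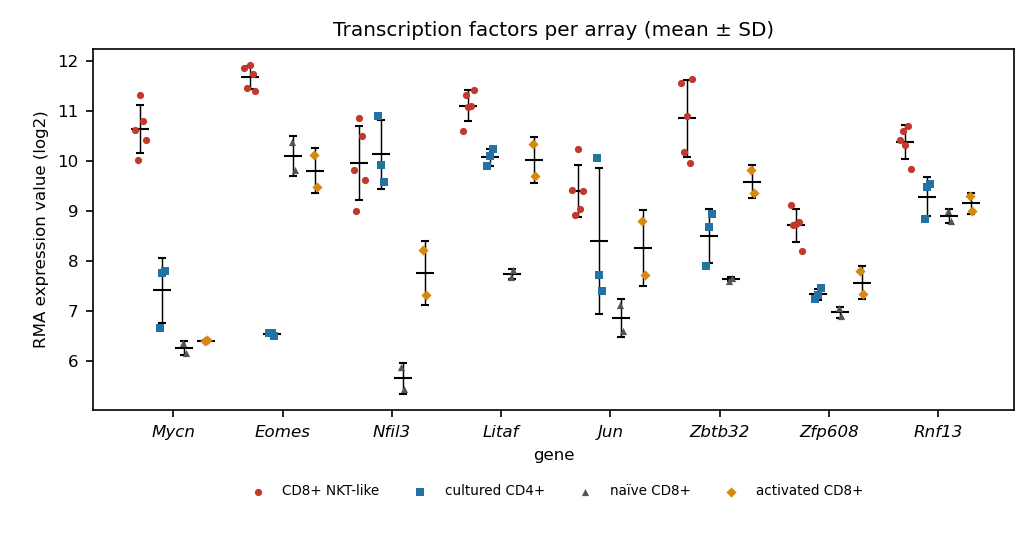
Transcription factor genes in the 12 arrays. Each dot is an array, grouped by cell type; bars are group mean ± SD on the log2 axis. Mycn and Eomes lie highest in the 5 NKT-like cultures; Nfil3 is at 9.97 ± 0.73 there and 10.14 ± 0.69 in the 3 cultured CD4+ samples. The Jun values of the cultured CD4+ samples spread over 10.07, 7.73 and 7.40.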

Other potentially important TFs include Litaf, Jun (AP1), Zbtb32 (Rog), Zfp608 and Rnf13, which had higher expression levels in the cultured CD8^+ ^T cells than in the other three types of cells. The expression of Foxp3, which is an important TF for CD4^+ ^Treg cells, was not detectable by RT-PCR (data not shown) in the CD8^+ ^T cells cultured under this condition.

**Figure 4:**
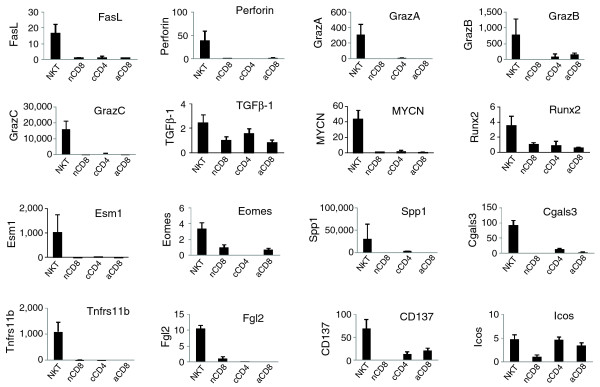
RT-PCR analysis of selected genes in four cell groups. Quantitative RT-PCR was performed in duplicate using cDNA (equivalent of 10 ng total RNA) and already-developed TaqMan gene expression assays (Applied Biosystems) on the ABI 7900 HT Fast Real-Time PCR System. Data were normalized based on 18srRNA and GAPDH expression. The mean expression level for naïve CD8^+^ T cells was artificially scaled to one for each tested gene. Data are presented as mean ± standard deviation.

**Table 3:** Transcription factors differentially expressed in CD8^+ ^NKT-like cells

Symbol	Function	NKT/nCD8	CD4/nCD8	aCD8/nCD8	NKT/nCD8 (q)	CD4/nCD8 (q)	aCD8/nCD8 (q)
Nfil3	NF	19.7	22.3	4.3	4.0E-04	3.6E-04	3.4E-02
Mycn (Nmyc1)	TF	20.8	2.2	1.1	8.0E-05	2.7E-02	6.8E-01
Irf8 (Icsbp1)	TF	14.4	1.9	19.2	1.7E-04	3.2E-02	3.7E-03
Irf4	TF	4.7	24.7	18.2	1.6E-03	4.7E-05	6.2E-03
Litaf	TF	10.3	5.0	4.8	4.5E-05	1.4E-04	1.6E-02
Runx2	TF	8.6	3.5	1.8	2.2E-04	5.2E-02	3.4E-01
Pbx3	TF	5.8	6.2	1.6	4.1E-04	4.8E-04	3.6E-01
Jun (AP1)	TF	5.8	2.9	2.6	8.9E-04	8.8E-02	1.2E-01
Cgrrf1	TF	4.9	4.9	2.8	2.2E-04	2.7E-03	7.7E-02
Eomes	TF	4.0	0.2	0.6	9.7E-04	3.8E-04	4.5E-01
Atf4	TF	3.8	2.0	3.1	6.4E-03	3.1E-03	2.0E-02
Zbtb32 (Rog)	TF (ZF)	9.3	1.8	3.9	1.2E-03	3.9E-02	1.6E-02
Zdhhc2	TF (ZF)	4.9	2.6	1.5	9.3E-04	1.5E-03	4.6E-01
Zfp313	TF (ZF)	4.3	2.2	1.2	1.9E-02	6.6E-03	6.8E-01
Zfp608	TF (ZF)	3.9	1.2	1.7	4.2E-04	1.1E-01	1.3E-01
Rnf128	TF (RF)	6.2	10.4	1.0	5.8E-04	7.8E-04	8.0E-01
Rnf13	TF (RF)	4.0	1.7	1.2	8.5E-04	7.3E-02	7.0E-01
Socs2	Suppressor	48.6	104.0	27.8	3.5E-05	3.3E-05	3.9E-03
Cish (Socs)	Suppressor	8.8	9.5	4.9	1.2E-04	5.2E-05	1.3E-02
							
Tcf7	TF	0.012	0.061	0.274	5.7E-07	1.4E-03	7.7E-02
Klf3	TF (KR)	0.012	0.014	0.034	9.4E-08	5.9E-06	8.1E-03
Klf2	TF (KR)	0.04	0.03	0.01	4.3E-04	5.5E-04	2.7E-03
Klf1	TF (KR)	0.05	0.05	0.06	3.5E-05	1.7E-04	1.0E-02
Rkhd3	TF (RF)	0.15	0.17	0.16	1.1E-04	1.7E-04	9.1E-03
Bcl11a	TF (ZF)	0.15	0.16	0.15	2.4E-04	1.1E-03	2.3E-02
Zbtb20	TF (ZF)	0.20	0.15	0.16	1.2E-04	3.2E-04	6.3E-03

NKT, CD8^+ ^NKT-like cells; nCD8, naïve CD8^+ ^T cells; cCD4, cultured CD4^+ ^T cells; aCD8, activated CD8^+ ^T cells. KR, Kruppel-like factor; NF, nuclear factor; RF, ring finger; TF, transcription factor; ZF, zinc finger. The table is split into two parts based on the expression ratio of NKT/nCD8.

### The cultured CD8^+ ^T cells are CD8^+ ^NKT-like cells

Several genes encoding surface markers on NK cells were highly upregulated in the cultured CD8^+ ^T cells (19-fold for CD244, 13-fold for Ly49e, 4.4-fold for NK1.1, 8.0-fold for NKG2A and 6-fold for NKG2D; Figure 5a) but not in the cultured CD4^+ ^or activated CD8^+ ^T cells. To confirm these findings, FACS analysis was carried out for a number of surface markers. 

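Cd244a, the 2B4 receptor gene, measured 7.67 ± 0.77 log2 in 5 NKT-like cultures and 5.52 ± 0.14 in 2 naive samples, 4.44-fold apart (q = 0.0014), and exceeded 3 cultured CD4+ samples 4.12-fold (q = 0.0054); a second probe set gave 18.9- and 24.7-fold. Klra5, which encodes Ly49e, was at 10.26 ± 2.32 against 6.53 ± 0.23 in naive cells (13.2-fold, q = 0.017), and Klrk1, the NKG2D gene, at 10.17 ± 1.45 against 7.58 ± 0.38 (6.04-fold, q = 0.012). Neither passed, and the 5 cultures ranged widely: Klra5 was 11.83, 12.05, 8.17, 7.32 and 11.93, and Klrk1 11.12, 11.08, 9.13, 8.15 and 11.38. Without NKT-like replicate 4 Klra5 was 22.1-fold, q = 0.0038 and Klrk1 8.58-fold, q = 0.0015; without replicate 3 they were 19-fold, q = 0.0094 and 7.24-fold, q = 0.0093. Klrg1, an inhibitory receptor gene of effector cells, was 3.46-fold above naive (q = 0.0036) and 4.64-fold above cultured CD4+ cells (q = 0.0033). It did not pass against naive without naive replicate 1 (q = 0.019) or 2 (q = 0.078), nor directly without any 1 cultured CD4+ sample (q from 0.011 to 0.026). Against naive, the cultured CD4+ ratios of Cd244a, Klra5 and Klrk1 were 1.08, 0.729 and 0.72, and the activated ones 0.909, 0.843 and 1.9, none past q ≤ 0.01. Of 24 NK receptor genes 5 were higher and 0 lower in NKT-like than in naive cells, also over the list alone (camera adjusted p = 0.018; adjusted p = 0.28 with an estimated correlation). Against cultured CD4+ cells 6 were higher, or 15 over the list alone (adjusted p = 8.9e-13; 0.039 with an estimated correlation). Both numbers follow single samples: 2 against naive without either naive sample, the lone naive sample then being assumed to vary like the other groups, and 10 without NKT-like replicate 3; against cultured CD4+ cells 2 without any 1 of those samples, 3 without NKT-like replicate 1 and 10 without replicate 3. The Cd244a change against naive did not pass without naive replicate 1 (q = 0.013) or 2 (q = 0.035), nor the direct one without NKT-like replicate 1 or 2, any cultured CD4+ sample or either naive sample (q from 0.010 to 0.035).

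**Figure D3:**
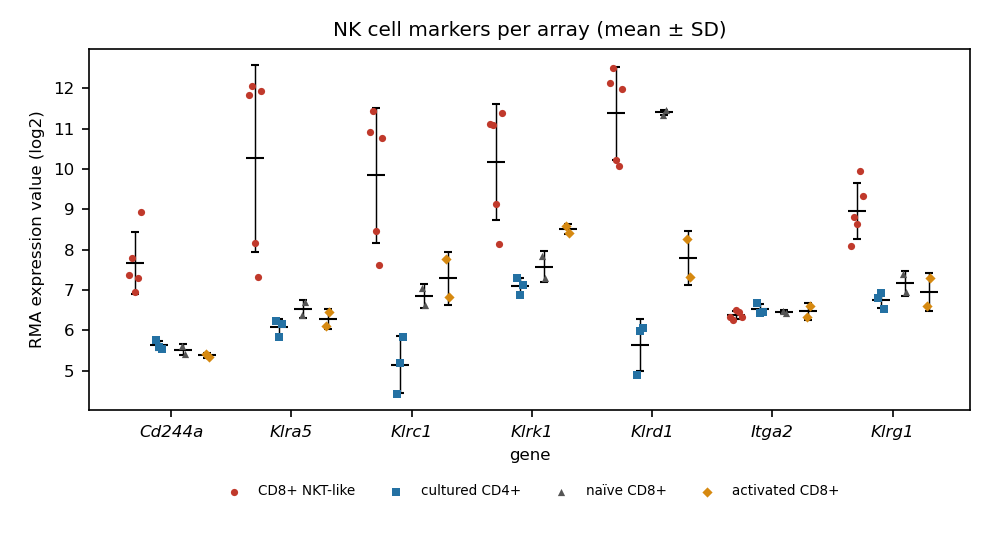
NK marker genes in the 12 arrays. Each dot is an array and bars are group mean ± SD on the log2 axis. In the NKT-like group the dots of Klra5 and Klrk1 fall apart, with replicates 3 and 4 lowest, while the Itga2 dots of all 4 groups overlap.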

As already mentioned, these cultured cells remained positive for CD8 (~99%) and negative for CD4 (Figure 1). They were activated T cells as indicated by the high expression levels of CD25 and CD69 as well as the low expression level of CD62L (Figure 1). Consistent with the low frequency of NKT cells among naïve CD8^+ ^T cells, <1% of the CD8^+ ^T cells were positive for these markers after three days of culture (Figure 5b), while the majority of the cells became positive for NK1.1 and CD244 after about 10 days of culture. The percentages of cells positive for the NK markers may vary from culture to culture. By day 10-13, 75-95% of the cells were normally positive for NK1.1 and CD244. 

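Klrc1, which encodes NKG2A, an inhibitory partner of CD94, was at 10.92, 11.43, 8.46, 7.63 and 10.76 log2 in the 5 NKT-like cultures (mean 9.84 ± 1.68) and 6.84 ± 0.29 in 2 naive samples. The ratio was 8.01 (q = 0.014), and 25.8 against 3 cultured CD4+ samples at 5.15 ± 0.71 (q = 0.0052). Without NKT-like replicate 4 the change against naive was 11.8-fold, q = 0.0037. The change against cultured CD4+ cells did not pass without NKT-like replicate 1 (q = 0.014) or 5 (q = 0.015), or cultured CD4+ replicate 1 (q = 0.021), 2 (q = 0.03) or 3 (q = 0.02). It also did not without naive replicate 1 or 2 (q = 0.01 each). A second Klrc1 probe set gave 5.79-fold, q = 0.024 against naive.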

NKG2A was upregulated by 8-fold in the cultured CD8^+ ^T cells according to the microarray data (Figure 5a) and 25-30% of the cultured CD8^+ ^T cells stained positive for NKG2A. Although CD94 and DX5 were not upregulated in the cultured CD8^+^ NKT-like cells according to the microarray data (Figure 5a), FACS analyses indicated that 15-30% of the cultured CD8^+ ^T cells were positive for these NK markers. It is unclear if these discrepancies are due to an imperfect correlation between gene and protein expression. 

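Klrd1, which encodes CD94, was as high in the 5 NKT-like cultures, 11.38 ± 1.15 log2, as in the 2 naive samples, 11.40 ± 0.07 (ratio 0.987, q = 0.4). It was low in the 3 cultured CD4+ samples, 54.1-fold below naive (q = 0.00014), and NKT-like cells exceeded those 53.4-fold (q = 0.00015). The activated fold change was 0.0822 (q = 0.0085). Itga2, whose product carries the DX5 epitope, was at 6.38 ± 0.09 in NKT-like and 6.46 ± 0.04 in naive cells (ratio 0.947, q = 0.26). The activated change of Klrd1 did not pass without NKT-like replicate 1 or 5, cultured CD4+ replicate 2 or 3, or any 1 of the 4 activated and naive samples (q from 0.011 to 0.068); the lone activated or naive sample then being assumed to vary like the other groups.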

Since the vast majority of the cultured CD8^+ ^T cells expressed NK markers, the cultured CD8^+ ^T cells had similar phenotypes to NKT cells, which are defined as cells expressing both T cell and NK cell markers. Furthermore, these cells were negative for the α-galactosylceramide-loaded Cd1d tetramer (data not shown), suggesting that they were not Cd1d-restricted *i*NKT cells. It is unclear at this time what the source of these cultured CD8^+ ^NKT-like cells was. As the CD8^+ ^NKT-like cell precursors in the total CD8^+ ^T cell pool were very rare, we believe that the cultured CD8^+ ^NKT-like cells were probably expanded from the conventional CD8^+ ^T cells, which acquired NK markers during the expansion. According to a recent classification of NKT cells [7], these cultured cells belong to the CD8^+ ^NKT-like category of NKT cells.

**Figure 5:**
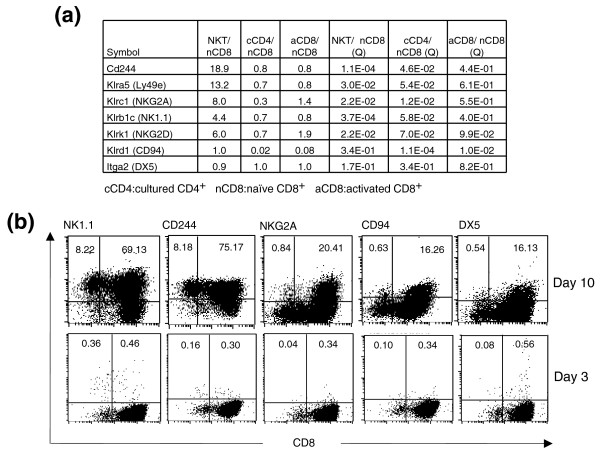
Expression of NK cell markers. **(a) **Summary of microarray data for NK cell markers. Ratios of expression values and FDR (q) values are presented. **(b) **NK cell marker expression on the surface of cultured CD8^+ ^NKT-like cells.

### Upregulation of secreted molecules with potential suppression functions

Using the 318 genes that are upregulated by >5-fold in the cultured CD8^+ ^NKT-like cells, we established molecular networks to understand the functional relationships of the genes upregulated in the CD8^+ ^NKT-like cells. The largest network consists of genes involved in immunity and defense (Figure 6). This network highlights the importance of two central nodes: IL-10 and IFN-γ. 

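Il10, an anti-inflammatory cytokine gene, measured 10.77 ± 1.48 log2 in 5 NKT-like cultures, 12.15 ± 0.40 in 3 cultured CD4+ samples, 5.20 ± 0.01 in 2 naive and 6.29 ± 0.17 in 2 activated samples. It was 47.2-fold above naive in NKT-like (q = 0.00026) and 123-fold in cultured CD4+ cells (q = 0.00012); the direct ratio of NKT-like to cultured CD4+ cells was 0.384 (q = 0.33). Ifng, which encodes interferon gamma, was at 8.43, 11.51, 10.54, 7.85 and 11.80 in the NKT-like cultures, 6.84, 11.65 and 11.52 in the cultured CD4+, 4.35 ± 0.00 in the naive and 12.36 ± 0.11 in the activated samples. Against naive these are 51.2-fold, q = 0.0048, 50.3-fold, q = 0.0076 and 259-fold, q = 0.0059. For Ifng the NKT-like change did not pass without naive replicate 1 (q = 0.036) or 2 (q = 0.067), nor the activated one without either naive or activated sample (q from 0.013 to 0.050), the lone naive or activated sample then being assumed to vary like the other groups. The cultured CD4+ change of Ifng was 150.5-fold, q = 0.00064 without cultured CD4+ replicate 1; it did not pass without replicate 2 (28.4-fold, q = 0.037) or 3 (29.8-fold, q = 0.034), NKT-like replicate 3 (q = 0.01), or naive replicate 1 (q = 0.04) or 2 (q = 0.065). Il4, a type 2 cytokine gene, was 5.61 ± 0.33 in NKT-like and 5.81 ± 0.05 in naive cells (ratio 0.873, q = 0.27). From the network of their targets the paper reasons that Il10 and Ifng are its central nodes. It then tested both with cells cultured from knockout mice, which suppressed less than wild-type cells at low ratios to responder cells. From this it concludes that both pathways matter for the generation and function of the NKT-like cells. Those experiments were not analysed here.

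**Figure D4:**
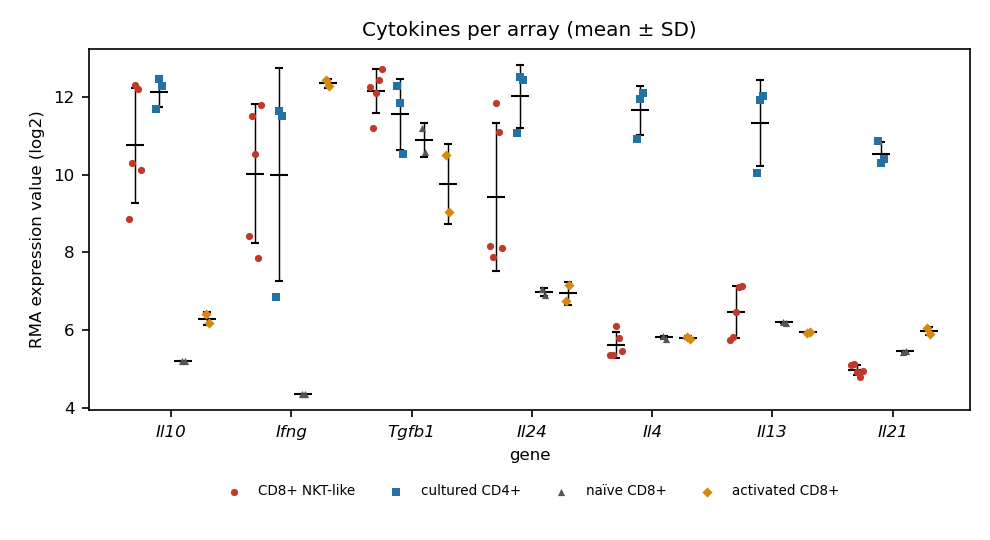
Cytokine genes in the 12 arrays. Each dot is an array and bars are group mean ± SD on the log2 axis. Il4, Il13 and Il21 are high in the 3 cultured CD4+ samples only; Il13 is at 11.34 ± 1.11 there and 6.45 ± 0.67 in the NKT-like cultures. Ifng is highest in the 2 activated samples.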

Upon stimulation by anti-CD3/CD28 and IL-2, IL-10 and IFN-γ are highly upregulated (by 47- and 51-fold, respectively; Table 4). These proteins and pathways are known to influence the expression of many genes involved in immune responses, including those encoding the activation marker IL-2 receptor (Il2ra, or CD25), granzymes, the tumor necrosis factor (TNF) family genes, cytokines, chemokines and their receptors. Many of these genes are significantly upregulated in the CD8^+ ^NKT-like cells (Tables 4 and 5). 

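Gadd45g, a stress-response gene that supports interferon production, was 24.5-fold above naive in 5 NKT-like cultures (q = 1.5e-05), and S100a4, a calcium-binding protein gene of motile cells, 42.8-fold (q = 4.9e-06). Ccl3 and Ccl4, inflammatory chemokine genes, rose 86.2- and 25.5-fold (q = 0.00015 and 0.00038). Ier3, an immediate early survival gene, was 12.4-fold higher, and Ltb4r1, the leukotriene B4 receptor gene, 8.77-fold. Ltb, which encodes lymphotoxin beta, went the other way with a fold change of 0.121 (q = 0.0012). The Ltb change did not pass without naive replicate 1 (q = 0.013) or 2 (q = 0.027). Across 23 cytokine genes 5 were higher and 1 lower, as over the list alone, with a camera adjusted p = 0.13; 17 chemokine genes gave 3 and 1, with 0.59. Il2ra, granzyme and TNF family values are given at the sentences that name them. Without naive replicate 1 or 2 the higher cytokine genes were 1 and 1, and Ltb4r1 was 9.06-fold, q = 0.016 and Ccl4 27.5-fold, q = 0.01 without replicate 2, the lone naive sample then being assumed to vary like the other groups.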

To confirm the microarray data, we used ELISA to measure the levels of secreted cytokines in the culture medium of CD8^+ ^NKT-like cells and natural CD4^+^CD25^+ ^Treg cells stimulated by anti-CD3 and APC (Figure 7a). Consistent with the microarray data, the cultured CD8^+ ^NKT-like cells secreted more IL-10 and IFN-γ but a similar level of IL-4 when compared to fresh CD4^+^CD25^+ ^Treg cells (Figure 7a). The secretion of IFN-γ was particularly high in the CD8^+^ NKT-like cells. The expression of IFN-γ and lack of expression of IL-4 are also consistent with the observation on other NKT-like cells [7]. IL-10 and IFN-γ are immunosuppressive cytokines known to be involved in the suppressive function of CD4^+ ^Treg cells and may contribute to the suppressive function of the expanded CD8^+ ^NKT-like cells. Transforming growth factor (TGF)-β is another important immunosuppressive cytokine that might be important for the suppressive function of the CD8^+ ^NKT-like cells. Our microarray and RT-PCR data (Figure 4) indicate that the TGF-β mRNA level was about two-fold higher in CD8^+ ^NKT-like cells compared to naïve CD8^+ ^cells. 

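Tgfb1, which encodes the suppressive cytokine TGF-beta 1, was at 12.15 ± 0.57 log2 in 5 NKT-like cultures, 10.89 ± 0.44 in 2 naive, 11.57 ± 0.91 in 3 cultured CD4+ and 9.77 ± 1.03 in 2 activated samples. The NKT-like to naive difference was 1.26 (standard error 0.52) log2, a ratio of 2.4 with q = 0.043. Cultured CD4+ and activated cells gave ratios of 1.6 (q = 0.17) and 0.459 (q = 0.2). A second Tgfb1 probe set gave 1.12-fold, q = 0.22 in NKT-like cells.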

As TGF-β cannot be accurately measured from serum-containing culture medium, we performed blocking experiments using an anti-TGF-β antibody to assess the role of TGF-β. Our results (Figure S1 in Additional data file 1) indicate that TGF-β blockade cannot block the suppression function of the CD8^+ ^NKT-like cells.

**Figure 6:**
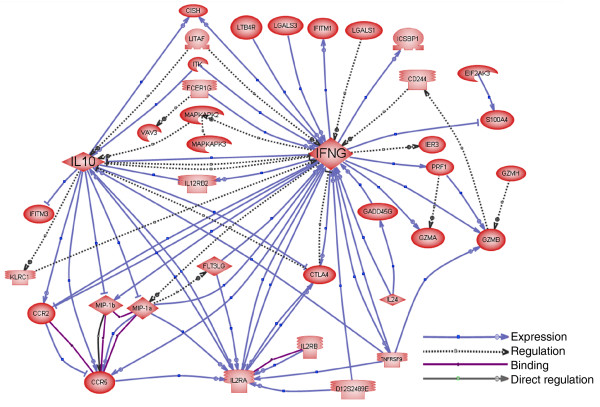
Molecular network for the highly upregulated immunity and defense genes. The network was created by extracting the direct interactions between these genes from the literature. Three types of relationship are shown in the pathway, binding, expression and regulation. Binding refers to physical interactions between molecules. Expression indicates that the regulator changes the protein level of the target by means of regulating its gene expression or protein stability. Regulation indicates that the regulator changes the activity of the target; the mechanism of the regulation is either unknown or has not been specified in the sentence describing the relationship. This network highlights the importance of two key nodes, IFN-γ and IL-10, which regulate many genes in this network. These genes are also critical for the immunosuppressive function of the CD8^+^ NKT-like cells.

**Figure 7:**
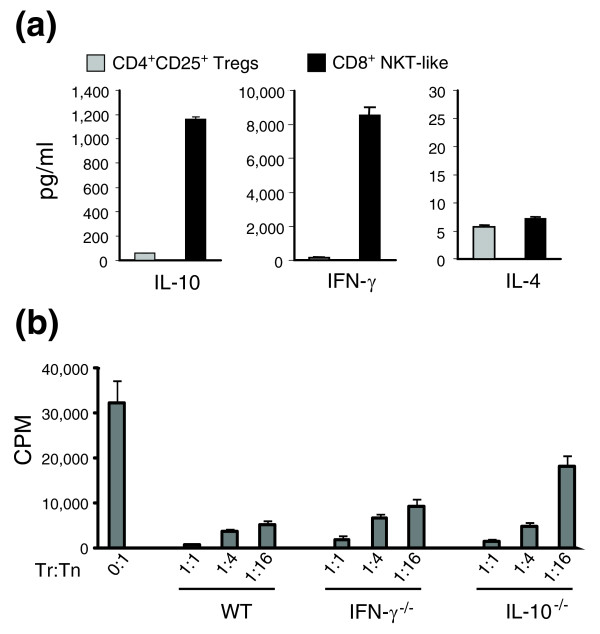
The role of IL-10 and IFN-γ in the generation and function of the CD8^+ ^NKT-like cells. **(a) **Cytokine levels in the cell culture media. Cultured CD8^+ ^NKT-like cells and freshly isolated CD4^+^CD25^+ ^Treg cells were stimulated with anti-CD3 (1.5 μg/ml) and splenic APCs. At 72 h of culturing, the culture supernatant was saved and used for measuring IL-10, IL-4 and IFN-γ using ELISA. Results are representative of two independent experiments. **(b) **Suppression activity of CD8^+ ^NKT-like cells cultured from IFN-γ^-/- ^and IL-10^-/- ^mice. CD8^+ ^NKT-like cells (Tr) cultured from knockout mice and wild-type B6 (WT) mice were co-cultured with naïve CD4^+^CD25^- ^responder T cells (Tn) at different Tr/Tn ratios in the presence of splenic APCs and anti-CD3. The cultures were pulsed with 1 μCi/well of [^3^H]thymidine at 72 h and proliferation (cpm) was measured by [^3^H]thymidine incorporation in the last 16 h. Results are expressed as the mean of triplicate cultures. ANOVA *p*-values are <0.0004 for IFN-γ^-/- ^and 0.001 for IL-10^-/- ^when compared to wild-type mice. Error bars are standard deviation.

**Table 4:** Expression of genes encoding secreted molecules with potential suppressive function

Symbol	Function	NKT/nCD8	CD4/nCD8	aCD8/nCD8	NKT/nCD8 (q)	CD4/nCD8 (q)	aCD8/nCD8 (q)
Spp1	Suppression	251.4	203.8	7.4	9.9E-06	2.6E-06	1.2E-02
Lgals3 (Gal3)	Suppression	87.0	38.5	3.1	2.6E-07	1.7E-04	4.9E-02
Esm1	Suppression	74.5	2.8	1.2	4.2E-04	2.2E-02	5.8E-01
Fgl2	Suppression	32.7	0.9	0.9	9.2E-05	3.0E-01	6.3E-01
Tnfrsf11b (Opg)	Suppression	29.0	1.1	1.1	2.4E-04	3.0E-01	7.0E-01
Lgals1 (Gal1)	Suppression	27.1	22.3	6.0	1.4E-04	7.8E-04	6.1E-02
Gzmd	Killing	834.8	25.8	1.1	2.1E-07	1.0E-02	6.6E-01
Gzme	Killing	524.9	27.3	0.9	2.3E-06	6.8E-03	6.4E-01
Gzmc	Killing	446.4	25.7	2.1	2.7E-07	3.3E-02	1.8E-01
Gzmg	Killing	328.8	5.5	1.0	1.2E-05	1.8E-02	8.0E-01
Gzmb	Killing	104.6	60.2	85.6	2.2E-06	2.4E-04	2.8E-03
Gzmf	Killing	63.5	1.8	1.3	6.9E-04	9.4E-03	4.1E-01
Gzma	Killing	61.5	17.1	0.4	1.2E-05	6.8E-03	1.2E-01
Prf1	Killing	29.0	1.0	1.7	4.4E-04	4.1E-01	2.8E-01
Gzmk	Killing	23.3	0.5	0.6	1.5E-04	1.7E-02	2.7E-01
Ifng	Cytokine	51.2	50.3	258.7	3.3E-03	1.5E-02	8.2E-04
Il10	Cytokine	47.2	122.8	2.1	1.8E-03	1.6E-05	4.0E-02
Il24	Cytokine	5.5	33.0	1.0	5.1E-02	3.5E-04	8.1E-01
Lta	Cytokine	3.9	5.1	27.8	3.1E-03	2.2E-04	2.7E-03
Ccl3	Chemokine	86.2	162.4	177.9	3.4E-04	1.2E-03	1.3E-03
Ccl4	Chemokine	25.5	20.8	18.7	6.6E-04	3.5E-03	4.1E-03
Ccl9	Chemokine	11.3	53.7	4.4	1.5E-02	5.2E-04	4.5E-02
Cklfsf7	Chemokine	4.7	1.2	0.9	3.4E-03	1.8E-01	7.1E-01

NKT, CD8^+ ^NKT-like cells; nCD8, naïve CD8^+ ^T cells; cCD4, cultured CD4^+ ^T cells; aCD8, activated CD8^+ ^T cells.

**Table 5:** Gene expression levels for genes encoding critical surface markers

Symbol	Function	NKT/nCD8	CD4/nCD8	aCD8/nCD8	NKT/nCD8 (q)	CD4/nCD8 (q)	aCD8/nCD8 (q)
Ifitm1	Suppression	89.9	7.1	1.5	2.8E-07	2.2E-03	2.4E-01
Lilrb4 (ILT3)	Suppression	50.3	43.8	7.6	3.6E-04	4.0E-05	5.6E-03
Ifitm2	Suppression	45.6	11.4	1.6	6.0E-07	2.1E-03	2.8E-01
Havcr2 (Tim3)	Suppression	36.5	10.4	0.7	1.6E-04	2.0E-03	2.4E-01
Tnfrsf9 (4-1BB)	Suppression	28.2	12.5	12.8	2.4E-04	3.2E-03	1.1E-02
Tnfsf6 (FASL)	Suppression	24.4	4.3	3.2	1.2E-05	6.1E-02	4.5E-02
Ifitm3	Suppression	24.3	15.6	0.8	2.5E-05	1.4E-03	6.6E-01
Ctla4	Suppression	5.3	18.7	21.5	2.8E-03	4.8E-03	2.7E-03
Tnfrsf18 (GITR)	Suppression	4.8	11.1	4.4	2.7E-03	4.3E-05	1.7E-02
Pdcd1lg2	Suppression	4.6	7.3	3.3	5.4E-04	2.5E-04	3.0E-02
Icos	Suppression	4.6	4.0	3.6	2.8E-03	3.5E-03	3.2E-02
Tnfsf11 (RANKL)	Suppression	3.9	8.1	27.0	7.6E-03	2.4E-03	3.4E-03
Tnfsf10 (TRAIL)	Suppression	3.1	3.2	1.8	2.7E-03	9.5E-03	6.6E-02
Tnfrsf4 (OX40)	Suppression	3.0	23.8	11.3	1.6E-02	7.6E-06	5.7E-03
P2ry14 (Gpr105)	Receptor	65.4	6.9	1.1	2.1E-05	2.3E-03	6.8E-01
Fcer1g	Receptor	12.7	0.7	0.7	7.4E-04	1.4E-02	2.2E-01
Ptger3	Receptor	12.0	1.2	1.1	3.5E-04	2.3E-01	6.9E-01
Il12rb1	Receptor	10.6	11.3	4.0	8.9E-04	2.7E-05	1.8E-02
Ltb4r1	Receptor	8.8	1.2	0.9	2.9E-03	1.8E-01	7.0E-01
Gabarapl1	Receptor	8.7	5.3	3.4	2.4E-04	1.8E-03	1.4E-01
Ly6a	Receptor	7.3	11.3	3.0	3.5E-04	1.7E-04	5.3E-02
Tcrg	Receptor	6.3	0.2	0.3	1.9E-03	1.4E-03	6.9E-02
Il12rb2	Receptor	5.8	18.2	6.2	1.1E-04	1.6E-04	1.0E-02
Pilrb	Receptor	5.8	0.9	0.8	1.1E-03	1.5E-01	5.2E-01
Tmem2	Receptor	5.8	4.6	2.0	5.4E-03	8.5E-04	1.1E-01
Gpr171	Receptor	4.6	7.4	2.9	8.8E-03	1.3E-03	1.2E-01
Gpr34	Receptor	4.5	0.6	0.7	2.7E-02	1.1E-02	3.6E-01
Gpr160	Receptor	3.7	1.1	1.4	4.8E-03	3.0E-01	3.5E-01
Oprm1	Receptor	0.20	0.08	0.49	1.6E-03	3.6E-04	1.1E-01
Tlr1	Receptor	0.12	0.11	0.19	1.3E-04	3.5E-04	2.2E-02
Trat1	Receptor	0.12	0.15	0.25	1.3E-04	2.2E-03	4.3E-02
Edg1	Receptor	0.10	0.17	0.13	2.9E-04	1.0E-02	3.0E-02
Il2ra (CD25)	CR	48.4	66.9	28.1	1.7E-05	1.2E-05	2.7E-03
Il2rb (CD122)	CR	7.1	4.3	1.9	1.4E-03	1.4E-03	2.7E-01
Il7r	CR	0.12	0.17	0.05	3.4E-04	1.0E-04	4.9E-03
Il6ra	CR	0.11	0.26	0.16	6.3E-06	1.0E-02	9.2E-03
Il6st	CR	0.08	0.11	0.16	2.7E-07	3.7E-05	5.3E-03
Sema6d	Costimulation	6.1	0.9	1.4	2.1E-02	3.2E-01	2.5E-01
Pdcd1	Costimulation	4.5	4.0	4.6	8.3E-03	5.2E-03	1.7E-02
Ptger2	Costimulation	4.5	18.3	5.3	1.1E-04	6.8E-05	1.5E-02
Cd28	Costimulation	4.0	6.3	2.2	2.0E-03	2.6E-04	1.1E-01
Cd80	Costimulation	3.6	2.1	1.3	7.8E-03	5.3E-03	4.7E-01
Cd24a	Costimulation	0.03	0.82	0.78	4.2E-04	2.8E-01	6.4E-01
Ccr5	CCR	18.3	3.9	1.6	1.1E-05	4.3E-04	1.4E-01
Ccr2	CCR	15.7	0.7	0.5	2.4E-04	6.1E-02	4.0E-02
Cxcr6	CCR	5.0	1.9	0.1	5.5E-03	1.9E-01	3.6E-02
Ccr7	CCR	0.10	0.39	1.43	1.1E-03	6.2E-02	7.0E-01
Cxcr4	CCR	0.06	0.46	0.10	6.3E-06	2.1E-02	9.2E-03
Ccr9	CCR	0.03	0.03	0.04	3.1E-07	7.6E-06	2.7E-03
Adam8	Adhesion	16.9	6.1	0.8	3.9E-04	4.4E-03	4.5E-01
Tjp1	Adhesion	14.6	0.4	0.4	2.9E-05	6.7E-03	5.0E-02
Emp1	Adhesion	14.4	13.7	1.3	1.2E-03	2.2E-03	6.3E-01
Emilin2	Adhesion	13.6	0.8	1.1	2.4E-04	2.0E-01	7.6E-01
Itgav	Adhesion	10.6	3.6	2.3	3.6E-05	1.0E-03	8.1E-02
Nov	Adhesion	10.6	1.0	1.1	1.4E-02	4.3E-01	7.5E-01
Alcam	Adhesion	8.2	18.3	8.5	3.0E-04	2.9E-04	1.9E-02
Cdh1	Adhesion	6.9	0.8	0.9	3.3E-03	8.6E-02	6.2E-01
Adam9	Adhesion	6.9	7.1	2.3	4.0E-04	1.2E-03	2.6E-01
Tjp2	Adhesion	5.7	4.7	2.0	1.8E-04	9.1E-05	1.0E-01
Dsc2	Adhesion	5.0	0.9	0.9	5.8E-02	2.0E-01	7.1E-01
Itga6	Adhesion	0.14	0.12	0.48	4.2E-04	1.6E-04	1.5E-01
Itgae	Adhesion	0.08	0.10	0.09	3.8E-06	7.1E-05	4.2E-03
Sell (CD62L)	Adhesion	0.04	0.23	0.19	2.4E-04	3.6E-04	1.4E-02

NKT, CD8^+ ^NKT-like cells; nCD8, naïve CD8^+ ^T cells; cCD4, cultured CD4^+ ^T cells; aCD8, activated CD8^+ ^T cells. CCR, chemokine receptor; CR, cytokine receptor.

A number of other secreted molecules were also highly upregulated in the CD8^+ ^NKT-like cells based on the microarray data (Table 4). Many of these secreted molecules are known to have immunosuppressive function or potentially contribute to the suppression function. 

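Lgals3, which encodes galectin-3, was 87-fold above naive in 5 NKT-like cultures (q = 1.4e-07) and 38.5-fold in 3 cultured CD4+ samples (q = 1.5e-06), with a direct ratio of 2.26 (q = 0.027). Lgals1, its family member that triggers T cell death, rose 17.6- and 15-fold; another probe set gave 27.1-fold. Il24, of the IL-10 family, was 9.43 ± 1.90 log2 in NKT-like, 12.02 ± 0.81 in cultured CD4+ and 6.98 ± 0.11 in naive cells (5.48-fold, q = 0.041 and 33-fold, q = 0.0035); the latter did not pass without cultured CD4+ replicate 2 (q = 0.018) or 3 (q = 0.016) or naive replicate 1 (q = 0.022) or 2 (q = 0.04). Cmtm7, a chemokine-like membrane protein gene, was 4.08-fold above naive in NKT-like cells (q = 7e-05) and 5.47-fold above cultured CD4+ cells (q = 3.4e-05). Of 22 measured Table 4 genes 20 were higher and 0 lower in NKT-like cells, 15 higher in cultured CD4+ cells, and 10 higher in NKT-like than in cultured CD4+ cells. Because the study picked these genes for their change, the tally is not independent evidence. The cultured CD4+ number was 8 without naive replicate 1 and 6 without replicate 2, the lone naive sample then being assumed to vary like the other groups.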

Perforin (*Prf1*) and granzymes are among the most noticeable. Perforin and granzyme expression is regulated by IFN-γ (Figure 6). Both natural and adaptive CD4^+^CD25^+ ^Treg cells in human display perforin-dependent cytotoxicity against autologous target cells, suggesting that the perforin/granzyme pathway is one of the mechanisms that Treg cells can use to control immune responses [26]. *Prf1 *was upregulated by 29-fold in the CD8^+^ NKT-like cells (with potent suppression activity; Table 4), but unchanged in cultured CD4^+ ^cells (with weak suppression activity) and activated CD8^+ ^T cells (without suppression activity). 

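Prf1, which encodes the pore-forming perforin, measured 12.25 ± 0.84 log2 in 5 NKT-like cultures, 7.44 ± 0.63 in 3 cultured CD4+ samples, 7.39 ± 0.48 in 2 naive and 8.14 ± 0.42 in 2 activated samples. NKT-like cells had 29-fold more than naive (q = 4.8e-05), and 28-fold more than cultured CD4+ cells (q = 9.6e-05) and 17.2-fold more than activated cells (q = 0.00059). The cultured CD4+ and activated ratios to naive were 1.03 (q = 0.39) and 1.68 (q = 0.33). A second Prf1 probe set gave 0.935 in NKT-like cells (q = 0.19). Serpinb9, which shields killer cells from their own granzyme B, was 10.8-fold above naive (q = 0.0002) and 4.78-fold above cultured CD4+ cells (q = 0.0066). The latter ratio was 3.00-fold, q = 0.0011 without cultured CD4+ replicate 1, at 7.25 log2 against 9.28 and 9.25, and it did not pass without any 1 NKT-like sample, cultured CD4+ replicate 3 or either naive sample (q from 0.011 to 0.018). The paper counts the perforin and granzyme pathway among the possible means of suppression, as regulatory T cells use it.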

Several granzymes were highly upregulated (834-, 535-, 446-, 329-, 105-, 63-, 61- and 23-fold for granzymes D, E, C, G, B, F, K and A, respectively). These molecules were generally upregulated to a much lesser degree in the cultured CD4^+ ^T cells and were unchanged in activated CD8^+ ^T cells (except *Gzmk*). 

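Gzmd, Gzmc, Gzmg and Gzme, neighbouring genes for granule proteases, were 806-, 446-, 329- and 166-fold above naive in 5 NKT-like cultures against 2 naive samples (q = 1.1e-06, 0.00014, 1.7e-06 and 1.3e-05). Gzmb, the caspase-activating granzyme gene, rose 105-fold to 14.34 ± 0.03 log2, and Gzma, a tryptase gene, 61.5-fold to 14.49 ± 0.07, both near the top of the scale. Gzmf was 63.5-fold and Gzmk 23.3-fold higher (q = 4.5e-05 and 2.6e-06). The 4 genes with the largest ratios lay between 12.68 ± 0.60 and 13.15 ± 0.25 in NKT-like cells. In naive cells Gzmd, Gzmg and Gzmc were at 3.50 ± 0.11, 4.32 ± 0.17 and 4.35 ± 0.04, below the 25th percentile of those arrays (5.26 and 5.32), where a ratio depends on the array background, and Gzme at 5.76 ± 0.02 above it. Gzme is measured only by a probe set that can bind related sequences, and a second Gzmd probe set of that kind gave 835-fold. The Gzma value was 93.2-fold without naive replicate 1 and 40.6-fold without replicate 2, the lone naive sample then being assumed to vary like the other groups.

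**Figure D5:**
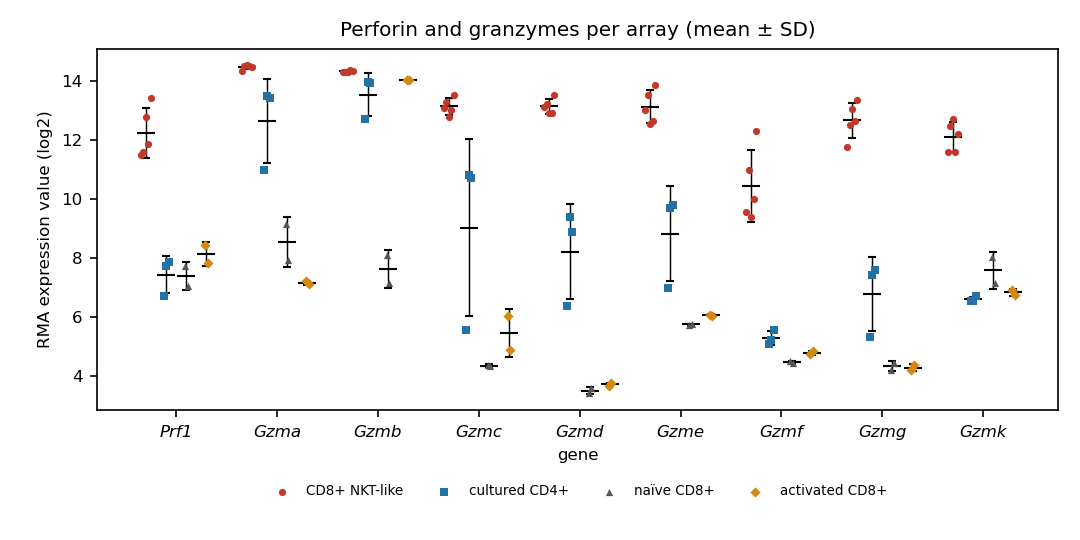
Perforin and granzyme genes in the 12 arrays. Each dot is an array and bars are group mean ± SD on the log2 axis. Gzmb is high in all groups but the naive, at 14.05 ± 0.01 in the 2 activated samples. In the cultured CD4+ group replicate 1 lies lowest for Gzmc, at 5.56 against 10.83 and 10.71.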

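Gzmk and Gzmf, at 6.59 ± 0.09 and 5.28 ± 0.25 log2 in 3 cultured CD4+ samples, had ratios to naive of 0.502 (q = 0.025) and 1.76 (q = 0.17) there, and NKT-like cells exceeded these samples 46.3- and 36.1-fold (q = 8.3e-07 and 0.00024). Gzmg, Gzmd and Gzme rose in cultured CD4+ cells 5.49-, 26.3- and 8.43-fold, and NKT-like cells were 59.95-, 30.6- and 19.7-fold above them, each past q ≤ 0.01. Gzmb was 60.2-fold and Gzma 17.1-fold above naive in cultured CD4+ cells, with direct ratios of 1.74 (q = 0.14) and 3.6 (q = 0.052), which can be compressed because both genes lie near the top of the scale in NKT-like cells; Gzmc was 25.7-fold, q = 0.0076, with a direct ratio of 17.4 (q = 0.031). In the 2 activated samples Gzmb was 85.6-fold above naive (q = 2.8e-06), while Gzmk was 0.593 (q = 0.16), Gzma 0.383 (q = 0.15) and Gzmc 2.15 (q = 0.43). Of 22 killing genes 14 were higher in NKT-like than in naive cells (15 higher and 1 lower over the list alone; camera adjusted p = 2.3e-13, and adjusted p = 0.06 with an estimated correlation), against 9 higher and 2 lower in cultured CD4+ cells (adjusted p = 0.00017; 0.21 with an estimated correlation) and 3 higher and 0 lower in activated cells (adjusted p = 0.13; 0.61). Directly, 8 were higher and 1 lower in NKT-like than in cultured CD4+ cells, or 12 and 2 over the list alone (adjusted p = 2.4e-11; 0.14 with an estimated correlation). The list holds granzyme genes whose values in the paper had been seen, so these results are not fully independent evidence. Cultured CD4+ replicate 1 stood apart: without it their ratios to naive were 85.8 for Gzmc, 49.8 for Gzmd, 16 for Gzme, 9.07 for Gzmg and 30.2 for Gzma, and the direct ratios 5.2-fold, q = 0.00067 for Gzmc, 16.2 for Gzmd, 10.4 for Gzme and 36.2 for Gzmg. Without replicate 2 or 3 the cultured CD4+ changes of Gzmc (13.8- and 14.4-fold), Gzme (6.25- and 5.99-fold) and Gzmg (4.38- and 4.15-fold) did not pass, nor without naive replicate 1 or 2, nor did Gzmc without any 1 NKT-like sample (q from 0.010 to 0.066). Gzma in cultured CD4+ cells was 25.9-fold without naive replicate 1 and 11.3-fold, q = 0.011 without replicate 2, and the 9 killing genes became 5 without naive replicate 1 or cultured CD4+ replicate 2 or 3, and 3 without naive replicate 2; the lone naive sample then being assumed to vary like the other groups.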

The large expression differences for *Prf1 *and selected granzymes were confirmed using RT-PCR (Figure 4).

Several secreted molecules can potentially be implicated in the immunosuppressive function. The most noticeable include Esm1, Spp1, Fgl2, Tnfrsf11b, Lgals3, Lgals1, and IL-24 (Table 4). *Esm1 *(endothelial cell-specific molecule 1) was upregulated in the CD8^+ ^NKT-like cells by 75-fold and was only slightly increased in the cultured CD4^+ ^T cells (2.8-fold) and was unchanged in the activated CD8^+ ^T cells. 

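Esm1, a secreted proteoglycan gene of endothelium, measured 8.60, 10.53, 11.27, 11.30 and 10.70 log2 in 5 NKT-like cultures, 5.72 ± 0.78 in 3 cultured CD4+ samples, 4.26 ± 0.03 in 2 naive and 4.48 ± 0.14 in 2 activated samples. It was 74.5-fold above naive in NKT-like cells (q = 3.7e-05) and 27.1-fold above cultured CD4+ cells (q = 0.00043). The cultured CD4+ ratio to naive was 2.75 (q = 0.062) and the activated ratio 1.17 (q = 0.57).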

The expression pattern was confirmed by RT-PCR (Figure 4). Esm1 is a proteoglycan mainly secreted by endothelial cells under the control of inflammatory cytokine. It binds to LFA-1 integrin on the surface of lymphocytes and monocytes [27] and therefore inhibits the binding of intercellular adhesion molecules (ICAMs) to LFA-1 and influences leukocyte adhesion and activation. Spp1 (secreted phosphoprotein 1) is better known as osteopondin. In addition to its well known function in bone formation, it functions as a cytokine and chemokine to regulate cell-cell and cell-tissue interaction. Much less well known is its function in suppressing T cells and activating B cells [28]. Osteopondin is believed to be the most abundant protein secreted by activated T cells, which is consistent with our microarray data (7.4-fold higher expression in activated CD8^+ ^T cells versus naïve T cells). Osteopondin was upregulated by 252-fold in the CD8^+ ^NKT-like cells and 204-fold in the cultured CD4^+ ^T cells based on the microarray data (Table 4). Based on the RT-PCR data, Osteopondin (Spp1) was greatly increased (by 25,000-fold) in the CD8^+^ NKT-like cells compared to the naïve CD8^+^ T cells (Figure 4). It is possible that Osteopondin contributed to the suppression activity of both the CD8^+ ^and CD4^+ ^T cells cultured using our protocol. Tnfrsf11b, also known as Osteoprotegerin (Opg), is a member of the TNF receptor superfamily. Opg is a decoy receptor of RANKL and inhibits the binding of RANKL (Receptor activator for nuclear factor κB ligand) to its receptor RANK. Opg is secreted as a disulfide-linked homodimer [29]. Opg can inhibit the inflammatory effect of RANKL secreted by activated T cells [30,31] and RANKL blockade can significantly prolong heart allograft survival [32]. Opg was upregulated by 29-fold in the CD8^+^ NKT-like cells and unchanged in the cultured CD4^+ ^and activated CD8^+ ^T cells. 

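Tnfrsf11b, which encodes the decoy receptor osteoprotegerin, was at 7.40 ± 0.47 log2 in 5 NKT-like cultures, 5.92 ± 0.06 in 3 cultured CD4+, 5.89 ± 0.16 in 2 naive and 5.94 ± 0.14 in 2 activated samples. The NKT-like to naive ratio was 2.84 (q = 0.00093), and a second probe set with lower mean signal gave 29-fold, q = 7.6e-06. Against cultured CD4+ cells the ratios by these probe sets were 2.79 (q = 0.0027) and 26.9 (q = 1.3e-05). Cultured CD4+ and activated cells stood at 1.02 and 1.04 of naive, neither past q ≤ 0.01. The first change did not pass without naive replicate 2 (q = 0.028), nor the direct one without cultured CD4+ replicate 2 (q = 0.016) or 3 (q = 0.02), the lone naive sample then being assumed to vary like the other groups.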

The expression changes were also confirmed by RT-PCR (Figure 4). Fgl2 (Fibrinogen-like protein 2) is a member of the fibrinogen-related protein superfamily. In addition to its well established role in triggering thrombosis, it is known to be secreted by T cells under the control of IFN-γ [33]. Fgl2 has been shown to exhibit immunomodulatory properties capable of inhibiting dendritic cells (DC) maturation and T cell proliferation stimulated by alloantigens or anti-CD3/anti-CD28 antibodies in a dose-dependent manner [34]. *Fgl2 *was upregulated by 33-fold in the CD8^+ ^NKT-like cells but was unchanged in the cultured CD4^+ ^and activated CD8^+ ^T cells. Thus, Fgl2 could be a critical factor for the suppression mechanism of the CD8^+ ^NKT-like cells. 

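Fgl2, a fibrinogen-related gene whose secreted product restrains T cells, measured 9.93 ± 0.56 log2 in 5 NKT-like cultures against 4.76 ± 0.26 in 3 cultured CD4+, 4.90 ± 0.32 in 2 naive and 4.67 ± 0.01 in 2 activated samples. NKT-like cells exceeded naive 32.7-fold (q = 1.3e-06) and cultured CD4+ cells 35.9-fold (q = 1.5e-06). The ratios to naive were 0.91 in cultured CD4+ (q = 0.33) and 0.854 in activated cells (q = 0.49). The paper reasons from this restriction and from the inhibition of dendritic cells and T cells by Fgl2 that it could be a factor of suppression.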

Lgals3 and Lgals1, also known as Galectin (Gal)-3 and Gal1, are members of the beta-galactoside-binding gene family. They are multifunctional proteins implicated in a variety of biological functions, including tumor cell adhesion, proliferation, differentiation, angiogenesis, cancer progression and metastasis. It was recently shown that Gal3 secreted by tumor cells induces T cell apoptosis [35]. The expression of Gal3 has been positively correlated with the level of apoptosis of tumor-associated lymphocytes [36]. Treatment with the *Gal3 *gene is also beneficial against asthma in mice [37]. Finally, IL-24 is a member of the IL-10 family of cytokines [38]. Over-expression of IL-24 induces apoptosis in cancer cells [39]. Therefore, IL-24 appears to be an immunosuppressive cytokine.

### Cultured CD8^+ ^NKT-like cells upregulate many suppressive surface markers

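Pilrb1, an activating receptor gene of innate cells, was 5.79-fold above naive in 5 NKT-like cultures (q = 0.00016) and 6.64-fold above 3 cultured CD4+ samples (q = 0.00021). Adam8, a membrane protease gene, rose 16.9-fold and Alcam, an adhesion receptor gene of activated leukocytes, 8.19-fold. Among genes that fell against naive, S1pr1, the receptor gene for exit from lymph nodes, had a fold change of 0.0986 (q = 9.9e-05) and Tlr1, a sensor of bacterial lipopeptides, of 0.122 (q = 3e-06). Of 56 measured Table 5 genes 37 were higher, 12 lower and 7 neither in NKT-like than in naive cells. The genes were selected by the study for their change, so these numbers are not independent evidence. Without naive replicate 2 the higher number was 21, and S1pr1 went from 0.162 without naive replicate 1 to 0.0602 without replicate 2, the lone naive sample then being assumed to vary like the other groups. Emp1, an epithelial membrane protein gene, had 1.02-fold here and 14.4-fold by a second probe set (q = 0.00066).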

A large number of surface molecules were highly upregulated in the CD8^+ ^NKT-like cells, while a few surface molecules were down regulated (Table 5). Many of the upregulated molecules have been implicated in immunosuppressive function. Most notably, many of the genes are related to IFN-γ and some belong to the TNF family receptors and ligands. 

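Rtp4 and Ifit1, antiviral genes induced by interferons, had fold changes of 0.0771 (q = 4.1e-06) and 0.142 (q = 7.4e-05) in 5 NKT-like cultures against 2 naive samples. Gbp2, an interferon-induced GTPase gene, was 3.12-fold lower than naive and 33.7-fold lower than in 3 cultured CD4+ samples (q = 2.7e-06). The Gbp2 change against naive did not pass without naive replicate 1 (q = 0.037) or 2 (q = 0.017). Of 33 interferon-induced genes 8 were higher and 13 lower than naive, also over the list alone (camera adjusted p = 0.15). Tnfrsf1b, the second TNF receptor gene, rose 2.67-fold (q = 0.00031) and Lta, the lymphotoxin alpha gene, 3.87-fold (q = 0.00093). The Tnfrsf1b change did not pass without naive replicate 2 (q = 0.014). Of 29 TNF receptors and ligands 11 were higher and 1 lower than naive, as over the list alone, with an adjusted p = 0.0052, and an adjusted p = 0.15 with an estimated correlation. Against cultured CD4+ cells 3 were higher and 2 lower, or 5 and 6 over the list alone (adjusted p = 0.67). Without naive replicate 1 or 2 the higher TNF genes were 6 and 3 and the lower interferon genes 5 and 6, the higher interferon genes were 4 without replicate 2, and Lta was 4.03-fold, q = 0.01 and 3.73-fold, q = 0.024, the lone naive sample then being assumed to vary like the other groups. Without cultured CD4+ replicate 2 or 3 the higher TNF genes of the direct comparison were 1 and 1, without cultured CD4+ replicate 3 or NKT-like replicate 5 the lower ones 1, and without activated replicate 1 or 2 the lower ones 4.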

The expression patterns for these genes are clearly different among the cells cultured under different conditions or different cell types cultured under the same condition. The overall pattern seems to correlate well with their cellular functions. 

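Lag3, which brakes T cell activation, was 7.23-fold above naive in 5 NKT-like cultures (q = 0.00088) and 8.98-fold in 3 cultured CD4+ samples (q = 0.00081), a direct ratio of 0.804 (q = 0.76). Gabarapl1, an autophagy gene, was 8.74- and 5.29-fold above naive (q = 0.00017 and 0.0014), with a direct ratio of 1.65 (q = 0.33). Of 13 measured genes that Table 5 classes under suppression, 12 were higher than naive in NKT-like cells, 11 in cultured CD4+ and 7 in 2 activated samples, with 0 lower; directly, 3 were higher and 1 lower in NKT-like than in cultured CD4+ cells. The class was drawn up by the study from changed genes, so the tally is not independent evidence. Without naive replicate 2 the numbers higher were 7, 7 and 2, and without naive replicate 1 or activated replicate 1 the activated number was 3 and 2, a lone sample then being assumed to vary like the other groups. The Lag3 change did not pass in NKT-like cells without naive replicate 1 (q = 0.012) or 2 (q = 0.019), nor in cultured CD4+ cells without replicate 2 (q = 0.012). The Gabarapl1 change of cultured CD4+ cells did not pass without naive replicate 2 (4.11-fold, q = 0.030). From this pattern and the suppression assays the paper proposes that expression of these genes seems to correlate with cellular function.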

The genes already implicated in suppressive function or having suppressive potential were highly upregulated in the CD8^+ ^NKT-like cells, which have potent suppression activity, while these genes were only moderately upregulated or unchanged in the cultured CD4^+ ^T cells and activated CD8^+ ^T cells, which have only weak or no suppression activity.

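Ifitm1, an interferon-induced membrane protein gene, was at 13.85 ± 0.14 log2 in 5 NKT-like cultures and 7.36 ± 0.31 in 2 naive samples, a difference of 6.49 (standard error 0.29) log2. The ratio was 89.9 (q = 8e-08), the largest against naive among the 56 genes of Table 5 measured here.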

Ifitm1 (Interferon induced transmembrane protein 1) is the most upregulated surface molecule in the CD8^+ ^NKT-like cells (90-fold increase compared to naïve CD8^+ ^T cells; Table 5). This gene is not upregulated by the conventional activation protocol and upregulated to a much lesser degree in the cultured CD4^+ ^T cells. 

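Activated CD8+ cells, 2 samples at 7.92 ± 0.10 log2 for Ifitm1, stood 1.47-fold from naive (q = 0.23). The 3 cultured CD4+ samples were at 10.19 ± 0.71, 7.1-fold above naive (q = 6.9e-05), and NKT-like cells exceeded them 12.7-fold (q = 8.8e-06).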

Ifitm1 has been shown to be a key molecule in the anti-proliferative function of IFN-γ [40]. 

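Ifitm2 and Ifitm3, antiviral membrane protein genes, were 45.6-fold (q = 2.2e-06) and 24.3-fold (q = 1.7e-05) above naive in 5 NKT-like cultures, at 12.46 ± 0.18 and 11.93 ± 0.34 log2. The 3 cultured CD4+ samples were 11.4- and 15.6-fold above naive, and the direct ratios of NKT-like to cultured CD4+ cells were 3.99-fold, q = 0.0044 and 1.56-fold, q = 0.42. The 2 activated samples gave 1.56- and 0.8-fold, neither past q ≤ 0.01. The direct Ifitm2 difference did not pass without NKT-like replicate 3, 4 or 5 (q from 0.011 to 0.012). The paper proposes a role in suppression for these genes, since Ifitm1 carries the growth-inhibiting effect of interferon gamma.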

Two other interferon-induced transmembrane genes (*Ifitm2 *and *Ifitm3*) were also highly upregulated in the CD8^+ ^NKT-like cells (45- and 24-fold, respectively). It is highly likely that these proteins are involved in the suppressive function of the CD8^+ ^NKT-like cells.

Lilrb4 (Leukocyte immunoglobulin-like receptor, subfamily B, member 4) is a member of the leukocyte immunoglobulin-like receptor (LIR) family. The encoded protein belongs to the subfamily B class of LIR receptors with a transmembrane domain, extracellular immunoglobulin domains, and cytoplasmic immunoreceptor tyrosine-based inhibitory motifs. The receptor expressed on immune cells binds to MHC class I molecules on antigen-presenting cells and transduces a negative signal that inhibits stimulation of an immune response. The receptor can also function in antigen capture and presentation. It may be involved in controlling inflammatory responses and cytotoxicity to help focus the immune response and limit autoreactivity. This gene was highly upregulated in both the CD8^+ ^NKT-like cells and cultured CD4^+ ^T cells.

Havcr2 (Hepatitis A virus cellular receptor 2), more commonly known as Tim3, was upregulated by 36-fold in the CD8^+ ^NKT-like cells and 5-fold in the cultured CD4^+ ^T cells compared to naïve CD8^+ ^T cells. 

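Havcr2, which encodes the inhibitory receptor Tim-3, measured 10.49 ± 0.69 log2 in 5 NKT-like cultures, 8.69 ± 0.89 in 3 cultured CD4+ samples, 5.30 ± 0.07 in 2 naive and 4.78 ± 0.24 in 2 activated samples. NKT-like cells were 36.5-fold (q = 2.1e-05) and cultured CD4+ cells 10.4-fold (q = 0.00055) above naive; the direct ratio was 3.5 (q = 0.03), or 4.25-fold, q = 0.0073 without NKT-like replicate 1. The cultured CD4+ change was 10.1-fold, q = 0.01 without naive replicate 2, the lone naive sample then being assumed to vary like the other groups. The paper proposes from the Tim-3 knockout that this receptor matters for suppression by the cultured cells.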

Tim3^-/- ^mice have exacerbated diabetes due partly to a defect in CD4^+^CD25^+ ^Treg cell function [41]. Therefore, Tim3 may be important for CD8^+ ^NKT-like cell suppression function. 

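Tnfrsf9, the costimulatory 4-1BB gene, was at 11.65 ± 0.21 log2 in 5 NKT-like cultures, 10.43 ± 0.45 in 3 cultured CD4+ samples, 8.79 ± 0.11 in 2 naive and 10.95 ± 0.09 in 2 activated samples. Ratios to naive were 7.29-fold, q = 3.7e-06 in NKT-like, 3.13-fold, q = 0.00027 in cultured CD4+ and 4.48-fold, q = 0.00033 in activated cells, and NKT-like cells exceeded cultured CD4+ cells 2.33-fold (q = 0.0025). A probe set of lower signal gave 28.2-, 12.5- and 12.8-fold in the same order and a direct ratio of 2.26 (q = 0.24); another gave 0.878-fold, q = 0.14 in NKT-like cells.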

Tnfrsf9, also known as 4-1BB and CD137, was highly upregulated in the CD8^+ ^NKT-like cells (30-fold) and only slightly upregulated in the cultured CD4^+ ^T cells (5-fold). 4-1BB is a costimulatory molecule that may be very important for Treg cell function. 4-1BB-primed CD8^+ ^T cells possess suppressive function [42] and an agonist monoclonal antibody specific for 4-1BB can mitigate autoimmunity [43-47]. 4-1BB^-/- ^mice exhibit enhanced T cell proliferation [48]. GITR (Tnfrsf18) is an important molecule for CD4^+ ^Treg cell function. 

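Tnfrsf18, the GITR gene of regulatory T cells, was at 10.39 ± 0.66 log2 in 5 NKT-like cultures, 11.60 ± 0.09 in 3 cultured CD4+ samples, 8.14 ± 0.28 in 2 naive and 10.27 ± 0.36 in 2 activated samples. It was 4.77-fold above naive in NKT-like (q = 0.00063) and 11.1-fold in cultured CD4+ cells (q = 8.1e-05); NKT-like to cultured CD4+ cells gave a ratio of 0.431 (q = 0.048). The NKT-like change was 4.17-fold, q = 0.022 without naive replicate 2, the lone naive sample then being assumed to vary like the other groups. The paper proposes that GITR contributes to suppression by both kinds of culture.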

GITR was upregulated 5-fold in the CD8^+ ^NKT-like cells and 10-fold in the cultured CD4^+ ^T cells. Clearly, GITR could contribute to the suppressive function of both CD4^+ ^and CD8^+ ^Treg cells. Other upregulated costimulatory molecules, such as Pdcd1 (5.6-fold), PDL2 (4.6-fold) and Icos (4.3-fold), Ctla4 (5-fold) and CD28 (3.9-fold), may be good candidate molecules involved in the suppressive function. 

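Pdcd1lg2, the PD-L2 gene, was 4.62-fold above naive in 5 NKT-like cultures (q = 0.00012), and its receptor gene Pdcd1 4.54-fold (q = 0.0056). Icos, an inducible costimulator gene, rose 4.06-fold (q = 0.0013), Ctla4, an inhibitor of CD28 signalling, 5.3-fold (q = 0.0082), and Cd28 itself 2.37-fold (q = 0.0042). In 3 cultured CD4+ samples they were at 7.32, 4.02 (q = 0.012), 5.38, 18.7 and 4.27 times naive, and none differed between the cultures at q ≤ 0.01. Without naive replicate 1 or 2 the NKT-like changes gave q = 0.034 and 0.084 for Pdcd1, 0.011 and 0.036 for Icos, 0.055 and 0.086 for Ctla4, and 0.028 and 0.069 for Cd28, the lone naive sample then being assumed to vary like the other groups; Ctla4 also did not pass without NKT-like replicate 2, 3 or 4 (q from 0.015 to 0.018). In cultured CD4+ cells Ctla4 was 33.1-fold above naive without replicate 1, and without naive replicate 2 Ctla4 (q = 0.011) and Icos (q = 0.016) did not pass, while Pdcd1 passed without cultured CD4+ replicate 1 (5.23-fold, q = 0.0054). A second Cd28 probe set gave 3.98-fold, q = 0.00047. Of 17 co-inhibitory genes 8 were higher and 2 lower than naive, 9 and 2 over the list alone (camera adjusted p = 0.014; adjusted p = 0.19 with an estimated correlation), and 2 were higher without naive replicate 1 or 2. Btla, an inhibitory receptor gene, was among the lower at a fold change of 0.153 (q = 1.7e-05).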

CD24a is one of the few costimulatory molecules that was downregulated in the CD8^+ ^NKT-like cells (0.03-fold) but unchanged in the cultured CD4^+ ^T cells (1.2-fold).

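Cd24a, which encodes a glycoprotein of immature lymphocytes that can costimulate T cells, was at 5.85 ± 0.81 log2 in 5 NKT-like cultures, 10.56 ± 0.53 in 3 cultured CD4+ samples, 10.84 ± 0.70 in 2 naive and 10.47 ± 0.34 in 2 activated samples. NKT-like cells were 31.7-fold below naive (q = 3.3e-05) and 26.1-fold below cultured CD4+ cells (q = 9e-05). The cultured CD4+ ratio to naive was 0.825 (q = 0.31), and another probe set gave 2.07-fold, q = 0.04 there.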

Genes for several TNF family proteins, such as Fas-L, RANKL, TRAIL and OX40, were all upregulated in the CD8^+ ^NKT-like cells and the cultured CD4^+ ^T cells. 

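Tnfsf11, the RANKL gene, was 3.92-fold, q = 0.0075 in 5 NKT-like cultures and 8.06-fold, q = 0.0015 in 3 cultured CD4+ samples against naive, and Tnfrsf4, the OX40 gene, 3.05-fold, q = 0.0083 and 23.8-fold, q = 4.1e-05. Directly, Tnfrsf4 was 7.8-fold lower in NKT-like than in cultured CD4+ cells (q = 0.00078). Tnfsf10, the death ligand gene TRAIL, was at 8.96 ± 0.78 log2 in NKT-like, 8.59 ± 0.29 in cultured CD4+ and 8.18 ± 0.13 in 2 naive samples (1.71-fold, q = 0.081 and 1.33-fold, q = 0.23); a second probe set gave 3.09-fold, q = 0.003 and 3.16-fold, q = 0.0044. The NKT-like change of Tnfsf11 did not pass without NKT-like replicate 1, 2, 3 or 5, cultured CD4+ replicate 2 or naive replicate 1 or 2 (q from 0.010 to 0.11), nor its cultured CD4+ change without naive replicate 1 (q = 0.011) or 2 (q = 0.024). For Tnfrsf4 the NKT-like change did not pass without NKT-like replicate 4, any cultured CD4+ sample or either naive sample (q from 0.010 to 0.087), the lone naive sample then being assumed to vary like the other groups.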

All these molecules could be implicated in the suppression function. Fas-L expression was 25-fold higher in the CD8^+^ NKT-like cells compared to naïve CD8^+ ^T cells while CD4^+ ^T cells cultured in the same condition did not upregulate Fas-L. Fas/Fas-L is one of the two pathways of lymphocyte-mediated cell killing [49].

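Fasl, which encodes the death ligand of killer cells, measured 11.01 ± 0.32 log2 in 5 NKT-like cultures, 6.52, 9.51 and 9.52 in 3 cultured CD4+ samples, 6.40 ± 0.12 in 2 naive and 8.06 ± 0.59 in 2 activated samples. NKT-like cells were 24.4-fold above naive (q = 0.00032); cultured CD4+ cells gave a ratio of 4.33 (q = 0.023) and the direct ratio was 5.65 (q = 0.028). Without cultured CD4+ replicate 1 these were 8.64-fold, q = 4.1e-05 and 2.83-fold, q = 0.0053. A second Fasl probe set gave 12.8-fold against naive and 5.15-fold, q = 0.0023 directly. The paper states that Fas and its ligand form 1 of 2 pathways of lymphocyte killing.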

Several lymphocyte receptors were upregulated - Gpr105 (65-fold), Ptger3 (13.1-fold), Ptger2 (4.3-fold), Fcer1g (13.7-fold) - and a few other receptors were downregulated by the expansion protocol (Table 4). 

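P2ry14, listed in the paper as Gpr105 and a receptor gene for UDP-glucose, was 65.4-fold above naive in 5 NKT-like cultures (q = 1.2e-06) and 9.44-fold above 3 cultured CD4+ samples (q = 0.00018). Ptger3, a prostaglandin E receptor gene, was 12- and 9.93-fold higher (q = 3.1e-05 and 9.8e-05), with a second probe set at 0.867 of naive. Fcer1g, the signalling adaptor gene of Fc and NK receptors, rose 12.7-fold (q = 5.4e-05) and was 18.2-fold above cultured CD4+ cells. Ptger2, another prostaglandin E receptor gene, was 4.52-fold above naive in NKT-like and 18.3-fold in cultured CD4+ cells, 4.05-fold lower in the former (q = 0.00016). Among receptors that fell, Trat1, an adaptor of the T cell receptor, had a fold change of 0.438 (q = 0.00019). Of 15 measured receptor genes of Table 5, chosen by the study for their change, 10 were higher and 3 lower than naive; 6 were higher without naive replicate 2, the lone naive sample then being assumed to vary like the other groups.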

Prostaglandin E receptor 3 (subtype EP3; Ptger3) may have pro-inflammatory or anti-inflammatory properties depending on the physiological condition [50]. EP2, EP3 and EP4 receptors have been shown to be important for the immunosuppressive function of PGE2 [51]. Cytokine and chemokine receptors were up- or downregulated by the expansion protocol (Table 5). 

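Il12rb1 and Il12rb2, the IL-12 receptor genes, were 10.6- and 5.83-fold above naive in 5 NKT-like cultures (q = 8.6e-05 and 4e-05) and 11.3- and 18.2-fold in 3 cultured CD4+ samples. Il7r, the receptor gene for survival of resting T cells, had fold changes of 0.121 (q = 2.5e-05) and 0.17 (q = 0.00014), and Il6ra, an IL-6 receptor chain gene, of 0.353 and 0.447. Cxcr4, a bone marrow homing receptor gene, was 16.9-fold lower than naive in NKT-like cells and 7.78-fold lower than in cultured CD4+ cells (q = 1.4e-05). Ccr7, which guides T cells into lymph nodes, had a fold change of 0.0961 (q = 0.00016), or 0.204 and 0.0452 without naive replicate 1 or 2. Cxcr6, a receptor gene of effector cells, was 4.97-fold, q = 0.0089. Of 16 chemokine receptor genes 1 was higher and 7 lower than naive, as over the list alone (camera adjusted p = 0.00035; adjusted p = 0.056 with an estimated correlation). The 1 higher gene, Cxcr6, did not pass without NKT-like replicate 2, 3, 4 or 5, cultured CD4+ replicate 2 or 3 or naive replicate 1 or 2 (q from 0.011 to 0.19), the lone naive sample then being assumed to vary like the other groups.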

Notably, Il2ra (CD25) was highly upregulated in the CD8^+ ^NKT-like and cultured CD4^+ ^T cells as well as activated CD8^+ ^T cells. These expected results were confirmed by FACS analysis (Figure 1). 

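Il2ra, the CD25 gene, measured 11.43 ± 0.42 log2 in 5 NKT-like cultures, 11.90 ± 0.26 in 3 cultured CD4+ samples, 10.65 ± 0.32 in 2 activated and 5.83 ± 0.15 in 2 naive samples. The rises over naive were 48.4-fold, q = 1.2e-07 in NKT-like, 66.9-fold, q = 1.4e-07 in cultured CD4+ and 28.1-fold, q = 5.9e-06 in activated cells; the direct ratio of the cultures was 0.723 (q = 0.32). Of 24 genes induced by IL-2 and STAT5, 19 were higher than naive in NKT-like cells, 15 in cultured CD4+ and 10 in activated cells, with 0 lower (21, 17 and 15 over the list alone). The camera adjusted p values were 4.6e-15, 8.6e-12 and 1.8e-11, and with an estimated correlation the adjusted p = 0.056, 0.083 and 0.085. The list holds genes such as Il2ra whose values in the paper had been seen, so these results are not fully independent evidence. The NKT-like number was 11 without naive replicate 2, the lone naive sample then being assumed to vary like the other groups.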

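Ccr2, a receptor gene for monocyte chemokines, was at 9.01 ± 0.22 log2 in 5 NKT-like cultures, 9.00 ± 0.07 in 2 naive, 8.26 ± 0.58 in 3 cultured CD4+ and 8.55 ± 0.90 in 2 activated samples by its probe set of highest signal (ratio to naive 1.01, q = 0.4). The other 3 probe sets gave 15.7-fold, q = 1.3e-05, 14.1-fold, q = 1.6e-06 and 3.07-fold, q = 0.0015. By the first of these the cultured CD4+ and activated ratios were 0.67 (q = 0.12) and 0.486 (q = 0.088), and NKT-like cells exceeded cultured CD4+ cells 23.4-fold (q = 6.9e-06). These probe sets of a gene thus differ in call, and which of them follows the Ccr2 transcript in T cells was not tested.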

Ccr5 and Ccr2 were highly upregulated in the CD8^+ ^NKT-like cells but unchanged or slightly upregulated in the cultured CD4^+ ^T cells and activated CD8^+ ^T cells. Ccr5 has been shown to be important for the suppression function of CD4^+^CD25^+ ^T cells [52]. CCR5 and several other CCR members (CCR2) were highly upregulated in the CD8^+ ^NKT-like cells (Table 3) and they should be excellent candidate molecules for further studies.

A large number of adhesion molecules were highly upregulated in the CD8^+ ^NKT-like cells and only slightly upregulated/unchanged or even decreased in the cultured CD4^+ ^T cells (Table 5). Several of these genes (*Tjp1*, *Emilin2*, *Nov*) were confirmed by RT-PCR (Figure 4) and Sell (CD62L) was confirmed by FACS analysis (Figure 1).

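Tjp1, a tight junction scaffold gene, measured 10.17 ± 0.25 log2 in 5 NKT-like cultures, 5.10 ± 0.25 in 3 cultured CD4+ samples and 6.31 ± 0.43 in 2 naive samples; it was 14.6-fold above naive in NKT-like cells (q = 4.2e-07), 2.31-fold below in cultured CD4+ cells (q = 0.0018) and 33.6-fold apart directly (q = 1.1e-07). Emilin2, an extracellular matrix gene, was 13.6-fold above naive and 18.1-fold above cultured CD4+ cells (q = 4.2e-05 and 3.4e-05). Cdh1, the E-cadherin gene, rose 6.93-fold (q = 0.00072) and Itgav, an integrin chain gene for matrix binding, 10.6-fold (q = 4e-06), 8.5- and 2.94-fold above cultured CD4+ cells. Ccn3, listed in the paper as Nov and encoding a matricellular protein, was 10.6-fold, q = 0.0061 against naive and 10.6-fold, q = 0.02 directly. Itgae, an epithelium-binding integrin gene, had a fold change of 0.233 (q = 1.1e-05). Of 12 measured adhesion genes of Table 5, which the study chose by their change, 8 were higher and 2 lower in NKT-like and 4 and 3 in cultured CD4+ cells against naive, and 4 were higher in NKT-like than in cultured CD4+ cells. The direct Ccn3 difference passed without NKT-like replicate 3 (6.88-fold, q = 0.0053), where the change against naive was 6.87-fold, or 5 (14.4-fold, q = 0.0083). The Ccn3 change against naive did not pass without NKT-like replicate 1 (q = 0.011) or 4 (q = 0.014) or naive replicate 1 (q = 0.044) or 2 (q = 0.074), nor, without naive replicate 2, did Cdh1 (q = 0.019) or the Tjp1 change of cultured CD4+ cells (q = 0.04), the lone naive sample then being assumed to vary like the other groups. Other Itgav probe sets gave 8.64 and 1.67-fold, q = 0.012.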

### IL-10 and IFN-γ are two key pathways for the conversion and function of the CD8^+ ^NKT-like cells

Immunosuppressive cytokines can enhance the suppressive activity of Treg cells. For example, naturally occurring CD4^+^CD25^+ ^Treg cells use a combination of IL-10 and TGF-β to suppress immune responses [53-57]. As IL-10 and IFN-γ are two key nodes of the molecular network modified in the CD8^+^ NKT-like cells (Figure 6), we further tested their role in the function and generation of these cells using two different approaches. First, an anti-IL-10 antibody was used in the suppression assay to determine whether IL-10 neutralization could block or reduce the suppression function of the CD8^+ ^NKT-like cells. Blockade using anti-IL-10 could slightly reduce the suppression but could not completely block the suppressive function of the CD8^+ ^NKT-like cells (data not shown). Since the levels of IL-10 and IFN-γ secreted by the CD8^+ ^NKT-like cells was very high, antibody blocking may not have been efficient. Furthermore, the antibody blockade experiment evaluated only the role of these cytokines in the suppression function but did not allow us to assess the role of these molecules in the generation of the CD8^+ ^NKT-like cells. Therefore, we tested the potential roles of IL-10 and IFN-γ in CD8^+ ^NKT-like function/generation using IL-10^-/- ^and IFN-γ^-/- ^mice. CD8^+^ NKT-like cells can be cultured using naïve CD8^+ ^T cells from both knockout mice; however, at the later stages of culture, the viability of cells from IFN-γ^-/- ^mice is not as good as those from wild-type mice and IL-10^-/- ^mice. Addition of IFN-γ in the culture medium can improve the viability of the cultured cells (Figure S2 in Additional data file 1). Although the CD8^+ ^NKT-like cells cultured from both knockout mice had good suppressive activity at a high ratio (Tr/Tn = 1:1) of suppressor (CD8^+ ^NKT-like) to responder (naïve CD4^+ ^T cells), the reduction in suppressive activity for the CD8^+ ^NKT-like cells cultured with naïve CD8^+ ^T cells from both knockout mice became very clear at lower suppressor to responder T cell ratios (Figure 7b), which provides a more accurate estimate of the suppressive activity. At the 1:16 Tr/Tn ratio, the suppressive activity of CD8^+ ^NKT-like cells cultured from IL-10^-/- ^mice was reduced to 30-35% of that for CD8^+ ^NKT-like cells cultured from wild-type B6 mice (Figure 7b), suggesting that the vast majority of the suppressive activity of the CD8^+ ^NKT-like cells can be attributed to the IL-10 pathway. Similarly, almost 50% of the CD8^+ ^NKT-like suppression could be attributed to the IFN-γ pathway (Figure 7b). These results together suggest that IL-10 and IFN-γ play an important role in the *in vitro *generation and function of CD8^+ ^NKT-like cells.

## Discussion

Naïve CD8^+ ^T cells cultured with anti-CD3/anti-CD28-coated beads in the presence of a high concentration of IL-2 can generate CD8^+ ^NKT-like cells. This highly efficient culture system can produce large numbers of CD8^+ ^NKT-like cells. The cultured CD8^+ ^NKT-like cells can potently suppress the proliferation of responder T cells. In this study, we extensively characterized the molecular mechanisms underlying the suppression function of the cultured CD8^+ ^NKT-like cells using a variety of techniques. We first compared the gene expression profiles of four different cells with different phenotypes with regard to suppression function. The CD8^+ ^NKT-like cells cultured with the expansion protocol were highly potent suppressor cells (Figure 2). The suppressive activity of these NKT-like cells was actually much more potent than that of natural CD4^+^CD25^+ ^Treg cells, which are known to be highly suppressive. To identify candidate genes that might be related to the suppressive activity, the CD8^+ ^NKT-like cells with potent suppressive activity were compared to three different control cells: CD4^+ ^T cells (with very weak suppression) cultured under the same conditions as a control for culture condition; naïve CD8 T cells as the baseline expression level; and CD8^+ ^T cells activated using conventional activation protocols. The last two cell populations do not possess suppressive activity. This data set allows us to examine a number of different questions; however, we focus on the suppressive mechanism of the cultured CD8^+ ^NKT-like cells in this paper.

The number of genes modified by the expansion protocol in both CD8^+ ^and CD4^+ ^T cells was quite extensive. 

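Hk2, which traps glucose for glycolysis, was 7.79-fold above naive in 5 NKT-like cultures (q = 0.00018) and 12.3-fold in 3 cultured CD4+ samples (q = 9.4e-05). Cyp51, a cholesterol synthesis gene, rose 19.2- and 25-fold, and Psat1, a serine synthesis gene, 10.3- and 10.6-fold. Of 24 cholesterol and fatty acid genes 18 and 19 were higher and 0 lower in the cultures; 17 glycolysis genes gave 11 and 10 higher and 1 lower in each, and 22 genes of the amino acid response 11 and 7 higher and 1 lower in each. Camera gave adjusted p values for the NKT-like cultures of 1.9e-13, 5.6e-07 and 2.5e-07, and an adjusted p = 0.13, 0.13 and 0.18 with an estimated correlation. Over each list alone the NKT-like numbers were 18, 12 and 11. They were 10, 6 and 6 without naive replicate 2, the lone naive sample then being assumed to vary like the other groups.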

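Capg, an actin-capping protein gene, stood 15.9-fold above naive in 5 NKT-like and 14-fold in 3 cultured CD4+ samples (q = 6.4e-06 and 1.7e-05). Rflnb, a filamin-binding protein gene, had fold changes of 0.0294 and 0.0365. Counted as genes, each by 1 probe set, 1439 were higher and 437 lower by at least 2-fold in NKT-like than in naive cells at q ≤ 0.01, and 1669 and 402 in cultured CD4+ cells.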

Approximately 3,000 genes were changed by the culture. While some genes were downregulated, most genes were upregulated by the expansion protocol. In contrast, the number of genes significantly changed by the activation protocol was much less. 

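Ms4a4b, a membrane gene of resting CD8+ T cells, was 75.2-fold lower than naive in 3 cultured CD4+ samples (q = 2.3e-06), and Actn1, an actin crosslinker gene, had a fold change of 0.044 in 5 NKT-like cultures (q = 2.7e-06). Of the probe sets that passed with 2-fold or more, 2512 were higher and 1091 lower in NKT-like than in naive cells (69.7% higher), and 2863 and 1069 in cultured CD4+ cells (72.8%). After quantile normalizing the arrays again 58.0% and 59.7% were higher, with cyclic loess 64.0% and 64.5%, and with each array centred on its median 76.8% and 79.5%. The median difference of all probe sets from naive was -0.101 log2 in cultured CD4+ cells. At any fold size, 3528 probe sets passed as higher and 3839 as lower in NKT-like cells, and 3685 and 3290 in cultured CD4+ cells. The excess of higher probe sets in NKT-like cells thus appears only with the 2-fold limit. B cell genes formed part of the lower group: of 15 markers 12 were lower in NKT-like and 10 in cultured CD4+ cells and 0 higher (7 lower in NKT-like cells without naive replicate 1, the lone naive sample then being assumed to vary like the other groups), from levels such as 13.12 ± 0.51 log2 for Ighm in the naive samples against 8.42 ± 0.91 in the NKT-like. Of 20 naive T cell genes 15 were lower in NKT-like and 14 in cultured CD4+ cells, with 0 higher, and of 10 red cell genes 5 and 4 were lower and 1 higher in each. For NKT-like cells the camera adjusted p was 5.8e-09, 3.5e-12 and 0.00011 for these lists, and the adjusted p = 0.056, 0.056 and 0.16 with an estimated correlation.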

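Egln3 and Nrn1, a hypoxia sensor gene and a neuritin gene, were 22.5- and 22.5-fold above naive in 2 activated samples (q = 0.00033 and 1.5e-05). Tpi1, a glycolysis gene, rose 15.9-fold (q = 2.2e-05) and Hivep3, a zinc finger gene, 23.3-fold (q = 0.00044). At 2-fold or more, 1260 probe sets were higher and 793 lower in activated than in naive cells. With each pair of groups fitted alone, so that 4 arrays set the error, 85 were higher and 94 lower. Each of the 4 arrays moved the joint numbers: 209 higher without activated replicate 1 and 2108 without replicate 2, 627 higher and 420 lower without naive replicate 1, and 215 and 385 without naive replicate 2, a lone sample then being assumed to vary like the other groups. With array weights 41.0% of the passing probe sets were higher, against 61.4% without.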

Another surprise with this dataset is the extent of the gene expression changes in a large number of genes. Several dozens of genes were changed by 40- to 800-fold. 

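Gzmd and Il4, a granule protease and a type 2 cytokine gene, were among the largest changes, and more than 40-fold 25 probe sets were higher and 18 lower in 5 NKT-like cultures than in 2 naive samples. The 3 cultured CD4+ samples gave 22 and 19, and the 2 activated samples 3 and 10. The largest ratio was 834.8 in NKT-like and 203.8 in cultured CD4+ cells. Il4 was 57.7-fold above naive in cultured CD4+ cells (q = 4.9e-07). Igkv8-30, an antibody chain gene of plasma cells, had fold changes of 0.0167 in NKT-like and 0.0173 in cultured CD4+ cells, from 11.58 ± 1.57 log2 in the naive samples. These were 0.0360 and 0.0374 without naive replicate 1, and 0.00774 and 0.00803 without replicate 2, so that a change past 40-fold depends on 1 naive sample, the lone naive sample then being assumed to vary like the other groups.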

Whereas the exact extent of gene expression changes may not be accurately measured for all genes, confirmatory studies using a variety of techniques did provide evidence that many of the genes showed large differences.

If one focuses on the upregulated genes with a false discovery rate (FDR) (q) of <0.01 and >5-fold difference between CD8^+ ^NKT-like cells and naïve CD8^+ ^T cells, a large number of genes encode proteins that have already been implicated in immune suppression or have functions consistent with immune suppression, the critical phenotype for these cultured CD8^+ ^NKT-like cells. 

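Entpd1, which encodes the CD39 enzyme that makes suppressive adenosine, was 4.39-fold above naive in 5 NKT-like cultures (q = 0.002), and Itga6, a laminin-binding integrin gene, had a fold change of 0.142 (q = 7.7e-05). More than 5-fold, 364 probe sets were higher and 191 lower in NKT-like than in naive cells at q ≤ 0.01. Of 20 genes typical of CD4+ regulatory T cells 10 were higher and 3 lower, the same over the list alone, with a camera adjusted p = 0.003 and an adjusted p = 0.20 with an estimated correlation. Without naive replicate 1 or 2 the higher genes were 5 and 4, the lone naive sample then being assumed to vary like the other groups. The Entpd1 change did not pass without either (q = 0.021 and 0.035). The paper concludes that many of its increased genes have been tied to immune suppression.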

The proteins with immunosuppressive properties include both surface molecules and soluble/secreted molecules. Many of the surface molecules belong to the TNF family and interferon-regulated proteins (Table 5). Many of these molecules were highly upregulated in the CD8^+ ^NKT-like cells but not upregulated in the cultured CD4^+ ^T cells or activated CD8^+ ^T cells. Which of these molecules are involved in suppressing T cell proliferation by the CD8^+ ^NKT-like cells remains to be investigated in future studies. It is likely that these molecules may work cooperatively to confer suppressive function. 

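Gpr160, an orphan receptor gene, was 3.75-fold above naive in 5 NKT-like cultures (q = 0.0017) and 3.42-fold above 3 cultured CD4+ samples (q = 0.0075). In contrast Il12rb2, an IL-12 receptor gene, was 3.13-fold lower in NKT-like than in cultured CD4+ cells (q = 0.0015). Compared directly, 12 of the 56 measured Table 5 genes were higher and 6 lower in NKT-like than in cultured CD4+ cells, with 38 in neither direction. Against naive 25 were higher and 11 lower in cultured CD4+ cells and 11 and 9 in 2 activated samples. These are genes the study chose, so the tallies are not independent evidence. Without naive replicate 2 the cultured CD4+ number higher was 16 and the activated number 5; without activated replicate 1 the latter was 5 higher and 5 lower, the lone sample then being assumed to vary like the other groups. The Gpr160 change against naive did not pass without naive replicate 1 (4.29-fold, q = 0.011) or 2 (3.28-fold, q = 0.046). The direct Gpr160 difference did not pass without NKT-like replicate 1, 2 or 3, or any 1 cultured CD4+, naive or activated sample (q from 0.010 to 0.050), nor that of Il12rb2 without cultured CD4+ replicate 2 (q = 0.011) or 3 (q = 0.013).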

Multiple molecules may have to be blocked to demonstrate the suppression function of these molecules.

Furthermore, the CD8^+ ^NKT-like cells upregulated a large number of genes encoding secreted proteins that are known, or have the potential, to be implicated in the suppression function. These molecules include Fas-L, perforin, granzymes, Spp1, Lgals3, Lgal1 and others. Again, any of these molecules may confer some suppression function and the potent suppressive function of the CD8^+ ^NKT-like cells may be related to more than one of these molecules. Our cell culture system provides an excellent model to further investigate the function of these molecules in immune suppression.

Pathway analysis of the expression data identified IL-10 and IFN-γ as two critical nodes linking many of the upregulated genes that may be implicated in immune suppression (Figure 6). Microarray and ELISA data both suggest that the CD8^+ ^NKT-like cells express high levels of IL-10 and IFN-γ. Previous studies suggested that these immunosuppressive cytokines could be directly involved in the immune suppressive function. The suppressive activities of some regulatory T cells like Tr1 cells have been attributed to their IL-10 production [58,59], while CD4^+^CD25^+ ^T cells produce less IL-10 and can suppress via IL-10-dependent or -independent mechanisms [54,56]. Some studies demonstrated production of both IL-10 and IFN-γ by CD4^+ ^Treg cells [60]. IFN-γ has also been reported to be a suppressive cytokine secreted by T cells [42,61]. In certain models, IFN-γ is identified as part of a suppressive pathway [62]. Thus, despite its pro-inflammatory functions, IFN-γ may contribute to the regulation of T-cell responses [63,64] as shown in IFN-γ^-/- ^mice [65] and in graft versus host responses [66,67]. Our studies using IL-10^-/- ^and IFN-γ^-/- ^mice clearly indicate that IL-10 and IFN-γ both play a role in the generation and/or function of CD8^+ ^NKT-like cells. However, IL-10 or IFN-γ alone cannot completely explain the suppressive function of the cultured CD8^+ ^NKT-like cells. It will be interesting to find out whether IL-10^-/-^-IFN-γ^-/- ^double knockout can completely abolish the conversion and/or function of CD8^+ ^NKT-like cells. It is possible that other compensatory pathways may exist for the production and/or function of CD8^+ ^NKT-like cells. In addition, it will be interesting to identify the signaling pathways upstream of IL-10 and IFN-γ. In both regards, further investigation of the large number of differentially expressed transcription factors may provide important clues.

## Conclusion

This study demonstrates that CD8^+ ^NKT-like cells generated from *in vitro *culture possess potent immune suppressive activity. Gene and protein expression studies using a variety of techniques, including microarray analysis, RT-PCR, ELISA and FACS analyses as well as functional characterization using knockout mice, demonstrate the involvement of two key molecular pathways, IL-10 and IFN-γ, in the function of these potent suppressor T cells. Our culture system and the molecular information provide a valuable platform for the further dissection of the molecular and functional pathways implicated in the conversion and function of suppressor T cells.

## Materials and methods

### Mice

C57BL/6 (B6), B6.IL-10^-/- ^and B6.IFN-γ^-/- ^mice were purchased from Jackson Lab (Bar Harbor, ME, USA) and housed/bred under specific pathogen-free conditions at the Medical College of Georgia Animal Barrier Facility. This study was approved by the Medical College of Georgia IACUC committee.

### Cell sorting and flow cytometry

CD8^+ ^T cells were enriched from spleens by negative selection using an AutoMACS from Miltenyi Biotec (Auburn, CA, USA). The resulting CD8^+ ^cell purity was around 90-95%. High purity CD4^+ ^T cells were obtained by sorting splenic T cells using a Mo-Flow cytometer (Dako, Carpinteria, CA, USA). Flow cytometric analyses were performed on a FACScalibur™ flow cytometer with CELLQuest™ software (Becton Dickinson, Franklin Lakes, NJ, USA).

### *In vitro *culture of CD8^+ ^and CD4^+ ^T cells

AutoMACS-purified naïve CD8^+ ^or Mo-Flow sorted CD4^+ ^T cells at 10^6 ^cells/ml were cultured with anti-CD3 and anti-CD28 coupled to 4.5 mm paramagnetic Dynal beads (Invitrogen, Carlsbad, CA, USA) supplemented with 2,000 IU/ml rIL-2 (PeproTech, Rocky Hill, NJ, USA) in complete medium, which consisted of 10% heat-inactivated fetal bovine serum (Sigma-Aldrich, St. Louis, MO, USA), nonessential amino acids, 0.5 mM sodium pyruvate, 5 mM Hepes, 1 mM glutaMax I (all from Invitrogen, Carlsbad, CA, USA), and 55 μM mercaptoethanol (Sigma-Aldrich) in DMEM base. The cultures were monitored daily and maintained at 1-1.5 × 10^6 ^cells/ml by diluting with IL-2-supplemented complete medium for 8-13 days. At the end of the culture, the anti-CD3 and anti-CD28 beads were removed using a Dynal MPC-L magnet (Dynal Biotech), and the cells were routinely assayed for CD8, CD4, CD62L, and CD25 expression by flow cytometry and for *in vitro *suppression assays.

### *In vitro *suppression assays

Two different types of suppression assays were performed in this study. Most of the studies were performed using the CFSE system. Briefly, naïve CD4^+^CD25^- ^responder T cells were labeled with 2.5 μM CFSE. These labeled responder cells (1 × 10^5^) were cocultured at 37°C with different numbers of suppressor cells (CD8^+ ^NKT-like cells, cultured CD4^+ ^T cells or CD4^+^CD25^+ ^Treg cells) in the presence of 1.5 × 10^5 ^irradiated (2,000 rads) splenic APC (T cell depleted spleen cells) and 1.5 μg/ml anti-CD3 in a U-bottomed 96-well plate. After 72 h of culture, responder T cell proliferation was assessed by determining the dilution of CFSE using flow cytometry. The second type of suppression assay has identical culture conditions but the responder T cells were not labeled. The cultures were pulsed with 1 μCi/well [^3^H]thymidine for the last 16 h of 72 h culture and the level of proliferation was assessed by [^3^H]thymidine incorporation using scintillation counting after cell harvesting.

### Cytokine analysis by ELISA

Cells were cultured in 96-well plates with 1 × 10^5 ^CD4^+^CD25^- ^T cells/well, 1.5 × 10^5^/well irradiated splenic APC and 1.5 μg/ml anti-CD3 in the presence or absence of 1 × 10^5^/well CD8^+ ^NKT-like cells or fresh CD4^+^CD25^+ ^Treg cells. The level of IL-10, IFN-γ, IL-4 and IL-2 in the culture supernatant was determined by ELISA kits purchased from R&D Systems (Minneapolis, MN, USA).

### Microarray experiments

Total RNA was extracted from cultured or fresh T cells using the Qiashredder column and RNeasy Mini kit (Qiagen Inc., Valencia, CA, USA). All RNA extracted was analyzed for quantity and quality using the Agilent 2100 Bioanalyzer system (Agilent Technologies, Palo Alto, CA, USA). Gene expression profiling was performed using the mouse genome 430 2.0 chips (GeneChip™, Affymetrix, Santa Clara, CA, USA). An aliquot of 1 μg of total RNA was converted into double-stranded cDNA (ds-cDNA) by using SuperScript Choice System (Gibco BRL Life Technologies, Carlsbad, CA, USA) with an oligo-dT primer containing a T7 RNA polymerase promoter (Genset, San Diego, CA, USA). After second-strand synthesis, the reaction mixture was extracted with phenol-chloroform-isoamyl alcohol, and ds-cDNA was recovered by ethanol precipitation. *In vitro *transcription was performed on the above ds-cDNA using the Enzo RNA transcript Labeling kit. Biotin-labeled cRNA was purified by using an RNeasy affinity column (Qiagen), and fragmented randomly to sizes ranging from 35-200 bases by incubating at 94°C for 35 minutes. The hybridization solutions contained 100 mM MES [2-(N-morpholino)ethanesulfonic acid], 1 M Na^+^, 20 mM EDTA, and 0.01% Tween 20. The final concentration of fragmented cRNA was 0.05 μg/μl in hybridization solution. Target for hybridization was prepared by combining 40 μl of fragmented transcript with sonicated herring sperm DNA (0.1 mg/ml), bovine serum albumin and 5 nM control oligonucleotide in a buffer containing 1.0 M NaCl, 10 mM Tris.HCl (pH7.6), and 0.005% Triton X-100. Target was hybridized for 16 h at 45°C to a set of oligonuceotide arrays (Affymetrix). Arrays were then washed at 50°C with stringent solution, then again at 30°C with non-stringent washes. Arrays were then stained with streptavidin-phycoerythrin (Invitrogen). DNA chips were read at a resolution of 3 μm with a Hewlett-Packard GeneArray Scanner and were analyzed with the GENECHIP software (Affymetrix GCOS 1.1). Both the CEL and DAT files for each hybridization have been uploaded to our server running GeneTraffic v3.2 (Iobion Informatics LLC, La Jolla, CA, USA).

### Data analysis

Microarray data were first normalized using RMA [68] and normalized data were subsequently analyzed using the LIMMA [69] package in R. All groups were compared pairwise, and the resulting *p*-values were adjusted using the pFDR of Storey [70] and the qvalue package in R. We considered all probesets with a q-value ≤0.01 as being significant. The heatmap was constructed using the heatmap.2 function in R. Differentially expressed genes showing more than five-fold change between CD8^+ ^NKT-like and naïve CD8^+ ^T cells were annotated with respect to their involvement in biological processes and pathways using the PANTHER (Protein ANalysis THrough Evolutionary Relationships) classification system [71]. Of the 314 genes, biological processes for 257 were found by PANTHER. One-tailed *p*-values for enrichment of particular biological processes were obtained using the standard Fisher's exact test, to determine if the observed number of counts exceeded the expected counts. Gene lists from each significantly enriched (*p *< 0.05) biological process were further analyzed by pathway analysis. A network depicting the molecular interactions between the given set of genes was constructed using Pathway Studio Version 5.0 software and ResNet mammalian database (Ariadne Genomics, Rockville, MD, USA). ResNet is a very large database of molecular interactions and biological relationships extracted from the biomedical literature. The found interactions between the given set of genes were manually curated by reading sentences from which the relationship or interaction was derived. Only manually curated interactions were used for the final pathway visualization.

### RT-PCR analysis

An aliquot of total RNA (2 μg per sample) were arrayed in 96-well plates and then converted to cDNA using a High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA, USA) and a programmable thermal cycler (Applied Biosystems). The cDNA products were diluted and an aliquot of cDNA equivalent to 10 ng total RNA was used for quantitative RT-PCR performed using ready-to-use TaqMan gene expression assays from Applied Biosystems. 18srRNA and GAPDH were used as endogenous controls for normalizing RNA concentration. RT-PCR was performed in 384-well plates with the ABI 7900HT Fast Real-Time PCR System (Applied Biosystems). Standard thermal cycling conditions (10 minutes at 95°C, 40 cycles for 15 s at 95°C, 1 minute at 60°C) was used for all genes. All samples were analyzed on the same plate and each sample was analyzed in duplicate. Cycle threshold (C_T_) values for each test gene and 18SrRNA and GAPDH were obtained for each sample using the SDS2.3 and analyzed with RQ Manager 1.2 software (Applied Biosystems). Differences in C_T _values between a test gene and 18srRNA (ΔC_T_) for each sample were calculated and used for statistical analyses.

## Abbreviations

APC, antigen presenting cell; CFSE, carboxyfluorescein succinimidyl ester; ds-cDNA, double-stranded cDNA; ELISA, enzyme-linked immunosorbent assay; FACS, fluorescence-activated cell sorting; FDR, false discovery rate; Fgl, Fibrinogen-like protein; Gal, Galectin; Ifitm, Interferon induced transmembrane protein; IFN, interferon; IL, interleukin; MHC, major histocompatibility complex; NK, natural killer; NKT, natural killer T cell; Opg, Osteoprotegerin; RANK, Receptor activator for nuclear factor κB; RANKL, RANK ligand; TCR, T cell receptor; TF, transcription factor; TGF, transforming growth factor; Tn, naïve T; TNF, tumor necrosis factor; Treg, regulatory T.

## Authors' contributions

LZ performed most experiments and drafted the manuscript. HW carried out most RT-PCR analyses. XZ participated in the cellular studies. YJ performed RT-PCR analyses. QM participated in experimental design and data interpretation. RAM participated in data analysis and interpretation. NG and RP performed statistical analysis. J-XS participated in experimental design, data analysis and interpretation, writing and editing of the manuscript.

## Additional data files

The following additional data are available. Additional data file 1 contains two figures showing that anti-TGF-β cannot block the suppression function of CD8^+ ^NKT-like cells and that IFN-γ restores the viability of *in vitro *cultured CD8^+ ^NKT-like cells from IFN-γ^-/- ^mouse.

## Supplementary Material

Additional data file 1 Figure S1: anti-TGF-β cannot block the suppression function of CD8^+ ^NKT-like cells. Figure S2: IFN-γ restores the viability of *in vitro *cultured CD8^+ ^NKT-like cells from IFN-γ^-/- ^mouse. Click here for file

# Supplementary material for: The IL-10 and IFN-γ pathways are essential to the potent immunosuppressive activity of cultured CD8+ NKT-like cells
**Source:** Genome Biol. 2008 Jul 29;9(7):R119. doi: 10.1186/gb-2008-9-7-r119
**Supplement:** Additional data file 1 — Figure S1: anti-TGF-β cannot block the suppression function of CD8+ NKT-like cells. Figure S2: IFN-γ restores the viability of in vitro cultured CD8+ NKT-like cells from IFN-γ-/- mouse.

## Slide 1
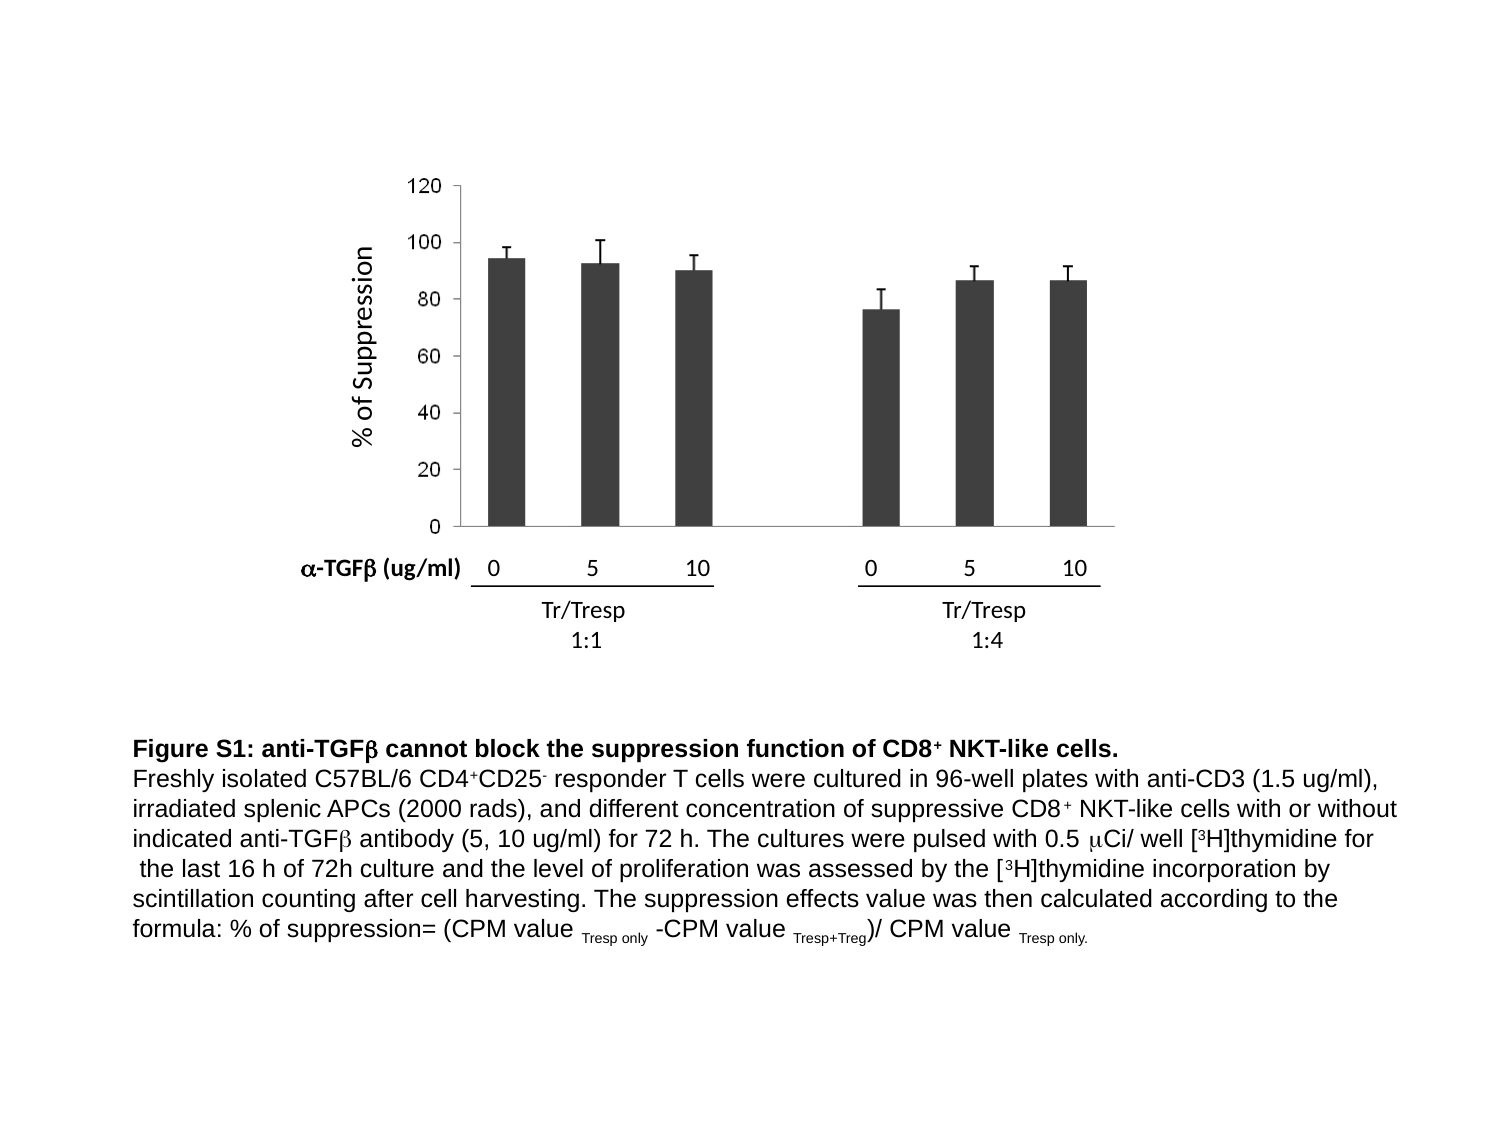

% of Suppression
-TGF (ug/ml)
0 5 10
0 5 10
Tr/Tresp
 1:1
Tr/Tresp
 1:4
Figure S1: anti-TGF cannot block the suppression function of CD8+ NKT-like cells.
Freshly isolated C57BL/6 CD4+CD25- responder T cells were cultured in 96-well plates with anti-CD3 (1.5 ug/ml),
irradiated splenic APCs (2000 rads), and different concentration of suppressive CD8+ NKT-like cells with or without
indicated anti-TGF antibody (5, 10 ug/ml) for 72 h. The cultures were pulsed with 0.5 Ci/ well [3H]thymidine for
 the last 16 h of 72h culture and the level of proliferation was assessed by the [3H]thymidine incorporation by
scintillation counting after cell harvesting. The suppression effects value was then calculated according to the
formula: % of suppression= (CPM value Tresp only -CPM value Tresp+Treg)/ CPM value Tresp only.

## Slide 2
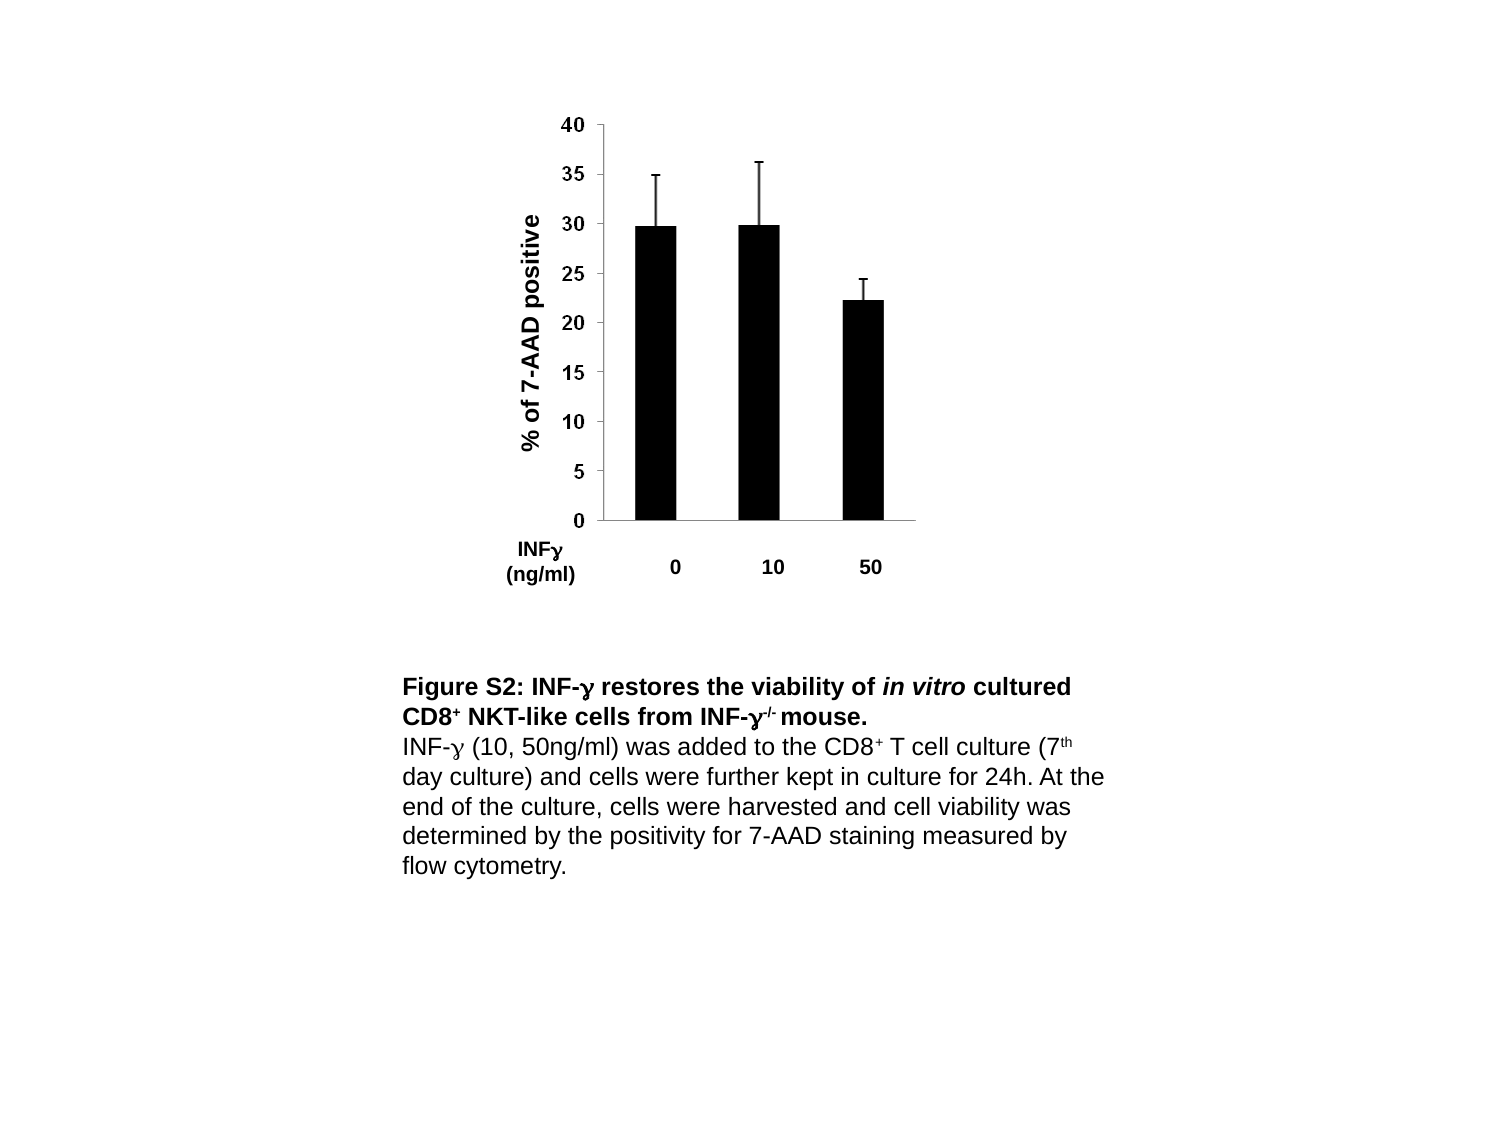

% of 7-AAD positive
 INF
(ng/ml)
0 10 50
Figure S2: INF- restores the viability of in vitro cultured CD8+ NKT-like cells from INF--/- mouse.
INF- (10, 50ng/ml) was added to the CD8+ T cell culture (7th day culture) and cells were further kept in culture for 24h. At the end of the culture, cells were harvested and cell viability was determined by the positivity for 7-AAD staining measured by flow cytometry.

How the deposited data were processed for this re-analysis (not part of the article)

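RNA of 12 samples was measured on Affymetrix Mouse Genome 430 2.0 arrays, 1 array per sample: 5 cultures of CD8+ NKT-like cells, 3 cultures of CD4+ cells grown by the same protocol, 2 samples of naive CD8+ cells and 2 of CD8+ cells activated with soluble antibodies. The paper describes the cultures as independent. It gives IL-2 at 2000 IU/ml and a culture of 10 to 13 days in its results and 8 to 13 days in its methods, and a purity of 90% to 95% for the starting CD8+ cells. Mouse age is 7 to 8 weeks in the paper and 8 to 12 weeks in the sample labels, and labelled RNA is 1 µg and 2 µg; which holds for each array was not settled here. The table used here holds log2 values that the authors made with RMA before they deposited it. RMA comprises background correction, quantile normalization and summary per probe set. The version of RMA is not given in the sources used here, and whether all 12 arrays were normalized together was not settled. Array medians run from 6.23 to 6.42 and single values from 3.18 to 14.55. The spread differs between arrays. The SD over probe sets is 1.832 and 1.782 in the naive arrays, 1.799 in activated replicate 2 and up to 2.029 in cultured CD4+ replicate 2. The 95th percentile runs from 9.94 in naive replicate 2 to 10.53 in cultured CD4+ replicate 2. No further scaling was applied in the main analysis.

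Of 45101 probe sets, 64 Affymetrix controls were left out and 45037 tested. In the annotation used here 34945 have 1 gene symbol, 932 several and 9160 none; only those with 1 symbol name a gene, which gives 18193 genes, and all tested probe sets enter the probe set numbers. For each gene the probe set with the highest mean over the 12 arrays was taken, and probe sets marked as binding several sequences only where a gene has no other. For 204 Entrez identifiers absent from the gene table used here the array's symbol was kept.

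Linear models with limma 3.58.1 in R 4.3.3 fitted the 4 groups to all 12 arrays and gave 6 pairwise comparisons; eBayes moderated the variances, with 8 residual and 3.03 prior degrees of freedom. Storey q-values were computed per comparison by code written for this work. A gene or list member passed at q ≤ 0.01 at any fold size, and a probe set counted in the totals also had to change at least 2-fold. Fold changes are 2 to the power of the difference of log2 means, and errors are SD over samples or the standard error of the fit. Values next to the lower end of the scale include array background, so a ratio of a gene near that end depends on the background too.

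Gene sets were tested with camera and fry of limma, camera with a preset correlation of 0.01 and with a correlation estimated from the data, and p-values were adjusted over 28 lists by the Benjamini-Hochberg method. The lists hold genes of NK receptors, killing, cell cycle, apoptosis, T cell fate factors, naive and regulatory T cells, co-inhibition, cytokines, chemokines and their receptors, integrins, the TNF family, interferon and IL-2 responses, immediate early genes, metabolism and contaminating cell types. All were written from general knowledge, before the data were examined, as were the groups, comparisons, thresholds and alternatives, apart from those named in the closing section. The paper's values for the genes in its tables had been seen by then. The lists for killing and IL-2 responses hold some of those genes, so their tests are not fully independent of the paper. Member numbers are also given with q-values adjusted over the list alone.

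Genes named here are those the paper names from its array data in its text, Tables 3 to 5 and Figures 4, 5a and 6; the 10 genes with the largest change in each direction of 4 comparisons at q ≤ 0.01 whose groups do not overlap; and up to 4 members with the largest passing changes of each list, with any member that goes against the rest. For genes of Tables 3 to 5 the values of the paper had been seen. Some genes that the paper names are not reported here.

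The models were tested on simulated data with 66 or 67 changed probe sets of each size among 45037 before they were applied. Of changes of 2, 4 and 8 times, 50.7%, 91.0% and 100.0% were recovered for NKT-like against naive cells, 46.3%, 91.0% and 97.0% for cultured CD4+ against naive cells, 41.8%, 76.1% and 97.0% for activated against naive cells, and 62.7%, 94.0% and 98.5% for NKT-like against cultured CD4+ cells, with at most 2 false calls. A change of 2 times can therefore be missed in any of the comparisons, and an absent call is not evidence of no change.

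Alternatives tried were each pair of groups fitted alone; Benjamini-Hochberg adjustment; a q threshold of 0.05; a trended robust prior; array weights; a filter that kept 25425 probe sets reaching the median value of 6.30 in at least 1 group; quantile normalization, cyclic loess or median centring of the deposited values; genes counted in place of probe sets; ratios of linear means; the mean of all probe sets of a gene, or its probe set with the largest SD; the replicate number as a block; each array left out in turn; and, added later, cultured CD4+ replicates 2 and 3 averaged. The closing section gives their effect. Tables and figures were made with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9. The flow cytometry, ELISA, RT-PCR, suppression and knockout experiments were not analysed here.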

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

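All tests in this part were chosen before its results were seen. Among the named genes in the 5 NKT-like cultures, 6 of 127 groups of values had 1 culture further from the rest than Dixon's 95% limit; chance alone places about 1 in 20 groups past it, so this number is near chance. Bcl11a stood at 5.09 log2 in NKT-like replicate 4 (the others 5.34 to 5.40), Lta at 7.25 (8.42 to 8.66) and Tnfsf11 at 4.67 (6.03 to 6.52) in the same culture. Esm1 was 8.60 in replicate 1 (10.53 to 11.30), Fasl 11.57 in replicate 2 (10.77 to 10.96) and Il2rb 12.56 in replicate 5 (10.99 to 11.30). No cause was tested for these single values.

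For some genes the difference from naive CD8+ cells differed between the cultures in a direct test of NKT-like against cultured CD4+ cells, with opposite directions against naive. Eomes was 35.2-fold, Tjp1 33.6-fold and Atp8b4 21.1-fold higher in NKT-like cells, while Ifi27l2a, Gbp2 and Cd81 had fold changes of 0.0259, 0.0297 and 0.0697. The change against naive did not pass for Atp8b4 in NKT-like (3.55-fold, q = 0.014) or Tjp1 in cultured CD4+ cells (fold change of 0.534, q = 0.04) without naive replicate 2, nor for Cd81 in NKT-like cells without naive replicate 1 (fold change of 0.422, q = 0.011), nor for Gbp2 there without naive replicate 1 (0.399, q = 0.037) or 2 (0.257, q = 0.017), the lone naive sample then being assumed to vary like the other groups.

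Other genes with the largest changes lie outside those the paper discusses. Against naive, AA467197 was 114-fold higher and Jchain had a fold change of 0.00648 in NKT-like cells, Akr1c18 was 105-fold higher and Ms4a4b had 0.0133 in cultured CD4+ cells, and Hivep3 was 23.3-fold higher and Igha had 0.0286 in activated cells. Between the cultures Cd8b1 was 28.3-fold higher in NKT-like cells and Nts had a fold change of 0.0161.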

How the results depend on the processing

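Averaging cultured CD4+ replicates 2 and 3 was chosen only after the result was seen; the other settings and tests in this part were not. Numbers are probe sets past q ≤ 0.01 with at least 2-fold change, higher and lower, from the joint fit of 12 arrays unless a setting is named. In that fit they were 2512 and 1091 for NKT-like against naive, 2863 and 1069 for cultured CD4+ against naive, 1260 and 793 for activated against naive, 316 and 447 for NKT-like against cultured CD4+, 831 and 258 for NKT-like against activated, and 452 and 102 for cultured CD4+ against activated cells.

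With each pair of groups fitted alone, the comparisons that involve activated cells lost most: 85 and 94 against naive, 373 and 137 for NKT-like and 157 and 33 for cultured CD4+ cells against activated. Array weights, which were 0.37 for each activated array, 0.38 for cultured CD4+ replicate 1 and 1.01 to 1.87 for the others, left 137 and 197 for activated against naive, 117 and 58 for NKT-like against activated and 104 and 24 for cultured CD4+ against activated cells, while 763 were lower in NKT-like than in cultured CD4+ cells. At a q of 0.05 the numbers were 2292 and 1220 for activated against naive, 498 and 698 for NKT-like against cultured CD4+, 1507 and 551 for NKT-like against activated and 918 and 189 for cultured CD4+ against activated cells. Quantile normalization raised the lower number to 1215 for activated against naive and 442 for NKT-like against activated cells. Counting genes gave 1439 and 437, 1669 and 402, 740 and 360, 176 and 250, 517 and 117, and 244 and 42 in the order of the first paragraph. This setting takes 1 probe set per gene and also leaves out the probe sets without a symbol or with several. Which of these choices makes the numbers fall was not separated. For the other settings the cause was not tested.

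Whether replicate numbers pair the samples was not settled. Over 13 pairs of arrays with the same number in 2 groups, the correlation of deviations from the group mean ran from -0.50 to 0.28, with a median of -0.04 and 3 over 0.1. In groups of 2 the deviations mirror each other, so these values are not independent. Each naive array matched best with the activated array of its number (0.28), and every other array with one of another number. With the replicate number as a block (replicate block), the numbers in that order were 623 and 512, 1220 and 674, 233 and 270, 118 and 186, 115 and 43, and 94 and 19. There were then 127 calls over the gene lists and comparisons in place of 260. With cultured CD4+ replicates 2 and 3 averaged, 1635 were higher in cultured CD4+ than in naive cells, 171 higher and 257 lower in NKT-like than in cultured CD4+ cells, and 187 and 47 in cultured CD4+ against activated cells.

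Leaving out each array in turn gave 651–2635 and 699–1121 for NKT-like against naive, both lowest without naive replicate 2; 1017–3773 and 768–1238 for cultured CD4+ against naive, lowest without naive replicate 2 and highest without cultured CD4+ replicate 1; and 209–2108 and 385–854 for activated against naive, where the higher number was lowest without activated replicate 1 and highest without activated replicate 2. The ranges were 175–323 and 264–472 for NKT-like against cultured CD4+, both lowest without cultured CD4+ replicate 3; 195–1109 and 189–314 for NKT-like against activated; and 123–910 and 47–180 for cultured CD4+ against activated cells, the higher number in both being lowest without activated replicate 2 and highest without activated replicate 1. The list calls ran over 135–271, with 161 and 135 without naive replicate 1 and 2. Leaving out a naive or activated array leaves 1 in its group, which is assumed to vary like the other groups.

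Camera past an adjusted p of 0.01 took in 16 lists in NKT-like, 15 in cultured CD4+ and 14 in activated cells against naive, and 5 between NKT-like and cultured CD4+ cells; with its correlation estimated from the data it took in 0 in each comparison. Mixed fry, which ignores direction, took in 25, 26, 24 and 20, and directional fry 18, 18, 16 and 4. Of the named genes, leaving out 1 array changed the call of 37 in NKT-like, 33 in cultured CD4+ and 31 in activated cells against naive, and of 23 between the cultures.

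Of the tests of named genes under the alternatives, 11554 gave the same call as the joint fit, whatever the fold change, 537 lost a call, 203 gained one and 6 reversed direction; 904 are left out of these numbers because the alternative leaves the test as it was, namely arithmetic means, and the probe set with the largest SD where it is the one used. The reversed ones concern the probe set of a gene: Cgrrf1, at 0.722 in NKT-like and 0.759 in cultured CD4+ cells against naive, was 2.00 and 1.80 with the mean of its probe sets and 4.94 and 4.90 with the probe set of largest SD, and Emp1 in cultured CD4+ cells, at 0.966, was 3.65 and 13.8. Of the list numbers under alternatives 872 lay more than 1.5 times from those of the joint fit and 4952 within that factor.

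The groups hold 5, 3, 2 and 2 arrays, and scan dates or batches are not given in the sources used here, and no batch difference was examined. Signal over the array background is not measured for each gene, so a ratio against a gene at the lower end of the scale reflects background as well as transcript; at the upper end a ratio can be compressed, and Gzma in NKT-like replicates 2 to 4 (14.52, 14.55 and 14.51 log2) equals the highest value of the array.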

Differences from the paper's values

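Of 309 fold changes against naive that Tables 3 to 5 give for 103 genes measured here, 213 lie within 5% of the values obtained from the deposited signals and 58 differ. A value is said to differ when it is more than 1.5 times the paper's value, or the reverse, and further from it than the larger SD of the replicates; the rest lie between. An alternative is said to reach a value when this no longer holds under it, which does not make them equal. When a gene is represented instead by its probe set with the largest SD, 277 lie within 5% and 11 differ. Every alternative named here was set before the data were examined, except where a sentence says otherwise. Values run in the order NKT-like, cultured CD4+ and activated unless a group is named, and the paper does not state which probe set stood for a gene.

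For the following genes the probe set with the largest SD is the alternative under which the values no longer differ from the paper's, and no other alternative does this. Cgrrf1 was 0.722, 0.759 and 0.805 here against the paper's 4.9, 4.9 and 2.8. Klf3 had fold changes of 0.284, 0.279 and 0.291, where the paper lists 0.012, 0.014 and 0.034. Bcl11a stood at 0.373, 0.360 and 0.401, the paper's values being 0.15, 0.16 and 0.15, and Zbtb20 at 0.492, 0.450 and 0.533, the paper's being 0.20, 0.15 and 0.16. Rnf114 in NKT-like cells was 1.60 and the paper's value is 4.3; Tnfrsf11b there was 2.84 and the paper's is 29.0. Tnfrsf9 gave 7.29, 3.13 and 4.48, with the paper's table at 28.2, 12.5 and 12.8 and its text at 30 for NKT-like cells. Ccr9 was 0.150, 0.149 and 0.171 beside the paper's 0.03, 0.03 and 0.04, and Itgae 0.233, 0.220 and 0.229 beside the paper's 0.08, 0.10 and 0.09. Emp1 in NKT-like and cultured CD4+ cells was 1.02 and 0.966, against 14.4 and 13.7 in the paper. Ccr2 in NKT-like cells was 1.01 and the paper's value is 15.7. Cd244a there was 4.44, where the paper's text gives 19.

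Other genes reach the paper's value under that probe set and also under further alternatives. Pbx3 was 1.60, 1.73 and 1.03 against the paper's 5.8, 6.2 and 1.6, and its activated value is also reached by the mean of the probe sets, quantile normalization, median centring, and without naive replicate 2 or activated replicate 1. Zdhhc2 was 4.56 in cultured CD4+ and 2.86 in activated cells beside the paper's 2.6 and 1.5, reached also by the mean of the probe sets. Socs2 gave 31.2, 44.9 and 10.6 beside 48.6, 104.0 and 27.8 in the paper; for NKT-like cells median centring, arithmetic means, and leaving out NKT-like replicate 2 or naive replicate 2 reach it too. Lgals1 in NKT-like cells was 17.6 and the paper's value 27.1, reached also by the mean of the probe sets, by median centring and without naive replicate 1. Trat1 was 0.438, 0.501 and 0.552 beside the paper's 0.12, 0.15 and 0.25, the activated value being reached also by the mean of the probe sets. Il6ra was 0.353, 0.447 and 0.396 beside the paper's 0.11, 0.26 and 0.16, the cultured CD4+ value being reached also by that mean and by quantile normalization. Il6st was 0.163, 0.239 and 0.339 beside the paper's 0.08, 0.11 and 0.16; each is reached also without naive replicate 2, those of NKT-like and activated cells with quantile normalization, and that of activated cells without activated replicate 1, the quantile and activated replicate 1 values being within the SD only.

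In NKT-like cells Cd28 was 2.37 and the paper's value is 4.0, reached by the probe set with the largest SD, by the mean of the probe sets and without NKT-like replicate 1. Cd80 there was 2.38 and the paper's is 3.6, reached by the probe set with the largest SD, array weights, the 3 normalizations, arithmetic means, and without NKT-like replicate 1, 3 or 4 or naive replicate 2. Dsc2 was 1.71 and the paper's is 5.0, reached by the mean of the probe sets (within the SD only) and by the probe set with the largest SD. Tnfsf10 was 1.71, 1.33 and 0.765 beside the paper's 3.1, 3.2 and 1.8: the NKT-like value is reached by both probe set alternatives and, within the SD only, by median centring, arithmetic means, and without NKT-like replicate 1, 3 or 4 or naive replicate 2, the other values by no alternative, while a second probe set gave 3.09, 3.16 and 1.80. The remaining values are not reached by the probe set with the largest SD. Gzme in cultured CD4+ cells was 8.43 and the paper's value is 27.3, which lies within the wide SD of the cultures with array weights (13.3), median centring (9.20), arithmetic means (11.5) and without cultured CD4+ replicate 1 (16.0), though still more than 1.5 times apart. Cmtm7 was 0.745 in cultured CD4+ and 0.352 in activated cells beside the paper's 1.2 and 0.9; the former is reached by the mean of the probe sets and median centring, the latter by no alternative, while a second probe set gave 4.71, 1.22 and 0.913 beside the paper's 4.7, 1.2 and 0.9. Oprm1 was 0.962, 0.952 and 0.978 beside the paper's 0.20, 0.08 and 0.49, and no alternative reaches the NKT-like and cultured CD4+ values; without activated replicate 2 the activated value does not differ, and whether Table 5 means this gene was not settled. In cultured CD4+ cells the paper's text gives 5 for Tnfrsf9, against 3.13 here, a value reached by array weights, median centring, the mean of the probe sets and without cultured CD4+ replicate 1. The text also gives 5 for Havcr2 there, against 10.4 here; it lies within the SD, though more than 1.5 times apart, with the replicate block (8.62) and without cultured CD4+ replicate 2 (8.63) or 3 (8.85).

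No alternative reaches the paper's values for Gzme in NKT-like cells, 524.9 in the table and 535 in the text against 166 here, for Gzmk, 61 in the text against 23.3 here, or for Eomes in cultured CD4+ cells, 0.2 in the table against 0.0846 here. A second Eomes probe set, which is not the one with the largest SD, gave 3.97, 0.162 and 0.645 beside the paper's 4.0, 0.2 and 0.6. The text of the paper gives 23 for Gzma, against 61.5 here, and without naive replicate 2 it is 40.6, still more than 1.5 times apart but within the SD. These 2 text values stand in the reverse order of those obtained here, which match the paper's Table 4 (61.5 for Gzma and 23.3 for Gzmk).

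Of the 36 counts in Table 1, taken at the paper's q threshold of 0.01, 13 differ from those of the joint fit of 12 arrays, that is, by more than 1.5 times, and 0 by so much when each pair of groups is fitted alone, which holds for every count given next. The counts of those fits are not the paper's: they are higher than or equal to them. In activated against naive cells 191 probe sets were higher by 5- to 10-fold and 1010 by 2- to 5-fold, where the paper has 27 and 3; lower were 616 by 2- to 5-fold, 111 by 5- to 10-fold and 66 by more than 10-fold, where the paper has 6, 35 and 36. Array weights also reach the paper's 35 and 36, and the latter is reached by counting genes and without naive replicate 1 or activated replicate 2. In NKT-like against activated cells 117 were higher by 5- to 10-fold, 635 higher by 2- to 5-fold and 202 lower by 2- to 5-fold, beside the paper's 67, 190 and 76; counting genes reaches the paper's 67 and 76, and leaving out activated replicate 2 reaches 67. In cultured CD4+ against activated cells 62, 73 and 317 were higher by more than 10-fold, 5- to 10-fold and 2- to 5-fold, beside the paper's 36, 47 and 47, and 67 and 24 were lower by 2- to 5-fold and 5- to 10-fold, beside the paper's 4 and 15. The paper's 36 is reached also by array weights, counting genes, the replicate block, and without cultured CD4+ replicate 2 or 3 or activated replicate 2. Its 47 between 5- and 10-fold is reached by every alternative except a q of 0.05, the trend and robust prior, the filter on dim probe sets and arithmetic means, and the leave-one-out fits of NKT-like replicate 3, cultured CD4+ replicate 1 and either activated sample. Its 47 between 2- and 5-fold is reached by array weights and without activated replicate 2, its 4 by the replicate block, and its 15 by cyclic loess, median centring, counting genes, the replicate block, and without any 1 cultured CD4+ or activated sample.

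In statements of direction, the paper has granzyme genes unchanged by activation apart from granzyme K. Of 8 granzyme genes 1 passed: Gzmb was 85.6-fold above naive in activated cells (limma q = 2.8e-06), matching its Table 4, and Gzmk did not pass at a fold change of 0.593 (q = 0.16). The paper counts Fas-L, RANKL, TRAIL and OX40 as increased in both cultures, and elsewhere has Fas-L not increased in cultured CD4+ cells. Tnfsf11 and Tnfrsf4 passed in both, Fasl passed in NKT-like cells and gave q = 0.023 in cultured CD4+ cells, and Tnfsf10 passed in neither with the probe set used, while its second probe set passed in both (q = 0.003 and 0.0044). Fasl passed in cultured CD4+ cells with array weights (7.04-fold, q = 0.00079), without cultured CD4+ replicate 1 (8.64-fold, q = 4.1e-05) and at a q of 0.05. Of the NK receptor genes that the paper describes as increased, Klra5, Klrk1 and Klrc1 did not pass (q = 0.017, 0.012 and 0.014), though each did at a q of 0.05, with the filter on dim probe sets and without NKT-like replicate 4, and Cd244a passed. Klrk1 and Klrc1 also passed with the trend and robust prior, Klra5 and Klrk1 without NKT-like replicate 3, and Klrk1 with the replicate block. The paper places Tgfb1 higher in NKT-like cells; the ratio here was 2.40 at q = 0.043, passing only at a q of 0.05. Ccr2, increased in NKT-like cells in the paper, passed with its other 3 probe sets (15.6-, 14.1- and 3.07-fold) and with the mean of the probe sets (5.11-fold, q = 2.3e-05) and not with the one used.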

Other observations

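Chosen only after the result was seen were the tests of the gap between the activated arrays, of B cells and red cell precursors in the naive samples, of NKT-like cells in cultured CD4+ replicates 2 and 3 and of a shared culture of those replicates; the other splits and the fits of 2 arrays per group were not. The paper does not describe how far the type 2 and helper cytokine genes set the cultured CD4+ cells apart. Il4 was at 11.66 ± 0.64 log2 there against 5.61 ± 0.33 in NKT-like cells (66.2-fold, limma q = 2.6e-07), Il21 at 10.53 ± 0.31 against 4.97 ± 0.13 (47.0-fold, q = 5.5e-09) and Il13 at 11.34 ± 1.11 against 6.45 ± 0.67 (29.5-fold, q = 0.00011). The Il13 value in NKT-like cells was 0.0339 of that in cultured CD4+ cells, and 0.0218 without cultured CD4+ replicate 1. Nts, a neuropeptide gene, was 62.2-fold, Lif 24.2-fold and Ccr8, a chemokine receptor gene, 6.43-fold higher in cultured CD4+ than in NKT-like cells (q = 5.8e-09, 8.2e-07 and 1.6e-05), and in NKT-like cells these 3 did not pass against naive. Of 23 cytokine genes 0 were higher and 5 lower in NKT-like than in cultured CD4+ cells, with 14 at an unadjusted p under 0.05, 8 lower over the list alone or without cultured CD4+ replicate 1, and camera adjusted p = 2.8e-09 (0.039 with an estimated correlation).

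In 19 genes the cultures lay on opposite sides of naive CD8+ cells and differed directly, 8 being higher in NKT-like and 11 in cultured CD4+ cells. Among the latter, Ifi27l2a had a fold change of 0.108 in NKT-like and 4.18 in cultured CD4+ cells and Gbp2 0.320 and 10.8; the NKT-like change of Gbp2 did not pass without naive replicate 1 (q = 0.037) or 2 (q = 0.017). Of the list of 33 interferon-induced genes, which holds Gbp2 but not Ifi27l2a, 3 were higher and 4 lower in NKT-like than in cultured CD4+ cells (camera adjusted p = 0.034; 0.77 with an estimated correlation). Foxp3, the gene of CD4+ regulatory T cells, was at 5.23 ± 0.11 in NKT-like and 5.20 in naive cells (1.02-fold, q = 0.35), with values between 5.05 and 5.53 in the 12 arrays. Il10 in NKT-like cultures 1 to 5 was 8.86, 10.31, 12.33, 12.21 and 10.12 log2, while Klra5 was 11.83, 12.05, 8.17, 7.32 and 11.93; no test was run on this. Naive CD4+ cells were not analysed here, so for cultured CD4+ cells these ratios combine lineage and culture. Each naive ratio carries the 2 naive samples, whose omission in turn changed the call of many genes.

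Genes of B cells and red cell precursors were lower than naive in all 3 other groups. Of 15 B cell markers 40% (6) and of 10 red cell markers 40% (4) passed in all 3, against 1.73% of all genes. B cells in the naive samples, which the paper enriched by negative selection to a purity of 90 to 95%, may account for the former. The abundant Ighm, Cd74 and H2-Aa had group means of 13.12, 11.00 and 11.92 log2 there and at most 10.44, 8.95 and 7.56 in the other groups. In cultured CD4+ replicate 1, however, Cd74 was at 10.77, above naive replicate 2 at 10.08, and H2-Aa at 9.33. Of the 15 B cell markers 14 had their highest group mean in naive cells, 7 of them by at least 2-fold. Cd79a was at 6.55 in naive cells against at most 6.19 elsewhere, Pax5 at 6.42 against 6.41 and Ebf1 at 5.01 against 5.12. Red cell precursors cannot be told apart from expression by the T cells themselves. Of the 10 red cell markers 8 had their highest group mean in naive cells, 4 of them by at least 2-fold. These 4 were Klf1, Car2, Ermap and Rhag, at 11.09, 11.86, 9.93 and 7.01 against at most 6.99, 8.70, 6.89 and 3.86. Of 4 probe sets shared by globin genes 3 were at 10.61, 9.89 and 10.48 against 7.89, 7.09 and 8.93. The other was at 5.50 against 6.56. Alas2 was at 5.47 against 5.47 and Hba-a1 by its own probe set at 5.45 against 5.33. Both lie below the array medians in every group, so they say little either way. Hemgn at 8.94 against 9.22 was not highest in naive cells, nor was Tfrc, also a gene of dividing cells, at 9.80 against 12.31. The loss of these cells in culture and a change within the T cells stay open for the other genes.

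Activated against naive cells gave few calls when fitted alone, 179 in all. In simulated data a fit of 2 against 2 arrays alone recovered 0% of changes of 2, 4 and 8 times. Those data held far fewer changed probe sets than the real arrays, so the 0% does not carry over. How far this size limits the number cannot be told from it. Size alone does not account for the low number. The 10 pairs of NKT-like arrays fitted alone against the same naive samples gave a median of 1670 calls (450 to 3077). These pairs had 4059 to 4626 probe sets at least 2-fold apart, against 4083 for activated cells. The gap between the 2 activated arrays may contribute, as their difference had an SD over probe sets of 0.48 log2, above all other pairs within a group (highest 0.42, median 0.34). Whether that gap arose in the cells or in the arrays was not tested, and no biological explanation was tested.

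Cultured CD4+ replicates 2 and 3 had higher levels of cytotoxic genes and Ifng than replicate 1: Gzmc was 10.83 and 10.71 log2 against 5.56, Ifng 11.65 and 11.52 against 6.84, and Gzma 13.49 and 13.45 against 11.00. An admixture of NKT-like cells does not account for Gzmc, which needs 17.99 to 19.64% of NKT-like RNA where Cd8b1 allows at most 4.41%, nor for Ifng (303 to 334% of the mean NKT-like level), while Gzma lies too near the top of the scale in NKT-like cells to be used. Gzmd needs 4.37 to 6.45%, more than Eomes and Gzmk allow (2.88% and 2.32%), while Cd8a allows 6.29%. That both replicates come from 1 culture cannot be told apart from chance likeness, since 3 arrays are too few to decide: their difference had an SD of 0.20 log2, below all other pairs within a group (next lowest 0.28). A difference of culture length or state between the replicates may also be at work and was not tested. Some genes went the other way: Cd74 was at 10.77 log2 in replicate 1 against 7.89 and 7.97 in replicates 2 and 3. H2-Aa was at 9.33 against 5.84 and 6.16, and the cause of these differences was not tested.

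The number of calls between NKT-like and cultured CD4+ cells, 763, was reached by 1 of 56 splits of the 8 arrays into groups of 5 and 3. This was the real split, with 168 as the highest of the others. The share cannot fall below 1 in 56, so chance is unlikely here but not excluded. The other splits mix the cell types within a group, which adds to their error, so they do not measure how reliable the 763 is. The test also takes the 8 arrays as independent, which stays open for cultured CD4+ replicates 2 and 3. With these 2 averaged, 171 probe sets were higher and 257 lower.

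Lists not reported elsewhere, for NKT-like against naive cells with camera adjusted p and then with an estimated correlation, were as follows. Of 22 immediate early genes 9 were higher and 1 lower (0.00015; 0.18), 3 being higher without naive replicate 1 or 2, and 0 lower without these or NKT-like replicate 5. Of 16 macrophage genes 0 were higher and 4 lower (0.029; 0.45), 2 and 1 without naive replicate 1 and 2, with 6 at an unadjusted p under 0.05. Of 10 dendritic cell genes 1 was higher and 1 lower (0.15; 0.38), 2 being lower without cultured CD4+ replicate 1 or either activated sample and 0 higher without naive replicate 2. Of 11 neutrophil genes 0 were higher and 3 lower (0.031; 0.18), with 7 at an unadjusted p under 0.05 and 1 lower without any 1 NKT-like or naive sample. Of 9 mast cell genes 0 were higher and 1 lower (0.47; 0.68), with 3 at that p; 1 was higher without NKT-like replicate 3 or cultured CD4+ replicate 1, and 2 lower without either activated sample. Of 6 platelet genes 0 passed (0.28; 0.44), with 2 at that p and 1 lower without either activated sample. Of 4 gamma delta T cell genes measured out of 10 listed, 0 were higher and 3 lower, 4 over the list alone (0.0019, then 0.18), and all 4 had that p. Trgv4, a T cell receptor gamma gene outside these 4, was 2.37-fold higher (limma q = 0.0098). Of 7 T cell identity genes, used to check the sample labels, 0 passed (0.59; 0.76), with 1 at that p. The marker lists for other cell types include genes that T cells also express, and how many do was not counted.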
